# *Drosophila* Exhibit Divergent Sex-Based Responses in Transcription and Motor Function After Traumatic Brain Injury

**DOI:** 10.3389/fneur.2020.00511

**Published:** 2020-06-19

**Authors:** Ekta J. Shah, Katherine Gurdziel, Douglas M. Ruden

**Keywords:** TBI, immune, mitochondria, sex-differences, bimodal recovery

## Abstract

Every year, millions of people in the US suffer brain damage from mild to severe traumatic brain injuries (TBI) that result from a sudden impact to the head. Despite TBI being a leading cause of death and disability worldwide, sex differences that contribute to varied outcomes post-injury are not extensively studied and therefore, poorly understood. In this study, we aimed to explore biological sex as a variable influencing response to TBI using *Drosophila melanogaster* as a model, since flies have been shown to exhibit symptoms commonly seen in other mammalian models of TBI. After inflicting TBI using the high-impact trauma device, we isolated *w*^1118^ fly brains and assessed gene transcription changes in male and female flies at control and 1, 2, and 4 hr after TBI. Our results suggest that overall, *Drosophila* females show more gene transcript changes than males. Females also exhibit upregulated expression changes in immune response and mitochondrial genes across all time-points. In addition, we looked at the impact of injury on mitochondrial health and motor function in both sexes before and after injury. Although both sexes report similar changes in mitochondrial oxidation and negative geotaxis, locomotor activity appears to be more impaired in males than females. These data suggest that sex-differences not only influence the response to TBI but also contribute to varied outcomes post-injury.

## Introduction

Traumatic brain injuries (TBI), sudden jolts to the head that cause brain damage (1), can result from sports, domestic violence, auto accidents, falls or explosive blasts (2, 3). TBI is an emerging health epidemic with ~2.5 million cases occurring annually that are severe enough to require hospitalization or cause death (4). Although there is growing evidence that TBI outcome is influenced by host genotype and sex (5), research has largely overlooked investigating sex of the patient as a contributing factor to varied outcomes between males and females. For instance, fewer women than men are recruited for clinical trials and male animal models are predominantly used in TBI research (6). In addition to the differences in how men and women may acquire injuries, there are also sex-specific hormones that affect outcome to TBI (7). Brain function, pharmacokinetics and cellular pathways are all influenced by biological sex (6), therefore, consideration of sex as a variable is crucial for development of successful treatments.

Research that does exist regarding sex differences in TBI outcomes suggests females may be more affected than males (8). Neurocognitive computerized testing in college athletes who sustained sports-related concussions, showed females were 1.7 times more frequently cognitively impaired than males following injury (9). A meta-analysis of 8 TBI studies (20 outcome variables) reported that women were worse than men for 85% of the measured variables (8). Although no differences were seen in neurodegeneration, blood-brain barrier alteration or microglia activation between male and female adult mice after a moderate controlled cortical impact showed that females exhibited more astrocytic hypertrophy at 1-day post-injury (10). Male and female rats given either a single mild TBI or repetitive mild TBI (rmTBI) using a lateral impact model exhibit a sex-dependent response to trauma. All rats that were given rmTBI showed balance, locomotion and motor coordination deficits, but only males had short-term working memory deficits and only females had increased depressive-like behavior in response to rmTBI (11). In an attempt to study the effects of hormone levels, controlled cortical impact was performed on adult rats and endogenous hormones measured by gas chromatography/mass spectrometry. Increased levels of corticosterone, indicative of acute stress was seen in both sexes whereas an increase in progesterone and its metabolites varied by sex, time and location of injury (12). In spite of growing evidence that points toward sex-dependent changes in response to TBI, inclusion of both sexes in all preclinical TBI research is not widely conducted.

Brain injury after TBI typically occurs in 2 stages resulting in primary and secondary damage (13). Primary damage which starts at the moment of impact, resulting from the brain crashing back and forth inside the skull causing bruising, bleeding or even skull fractures, can involve the entire brain or be isolated to a specific part (14, 15). Secondary damage which can continue over several weeks, months or even years (14) after the TBI event is characterized by disruption of cellular processes (16), membrane depolarization, excessive release of excitatory neurotransmitters, activation of NMDA and Ca^2+^ and Na^+^ channels (13). Secondary damage also results in activation of apoptotic and inflammatory pathways, mitochondrial dysfunction, over-production of reactive oxygen species and structural changes in biological membranes (13, 17). The most pronounced effect of TBI is axonal damage which when coupled with brain injury triggers a cascade of events increasing tau phosphorylation and neurofibrillary tangle formation (18–20). Intriguingly, the expression of hyperphosphorylated human *tau* (hTau) has also been shown to elongate mitochondria resulting in mitochondrial dysfunction and cell-death, suggesting a possible cause of mitochondrial abnormalities that have been implicated in neurodegenerative disorders (21). Accumulation of several neurodegeneration-related proteins like synuclein, amyloid-beta, tau, TAR DNA-binding protein 43, presenilin and ubiquitin is also seen post-TBI (22–24).

In this study, we are using *Drosophila melanogaster* as a model to study TBI. The complex brain and nervous system of flies make it a very powerful model for neuroscience research (25, 26). Consistent with mammalian and human TBI studies, flies subjected to rapid acceleration and impact exhibit TBI related secondary phase symptoms including innate immune response, neurodegeneration, disrupted sleep cycles and a decreased lifespan (27, 28). The few studies that looked at responses to TBI in *Drosophila* have reported data either from one sex only (29, 30), both sexes combined (31) or only studied epigenetic changes in offspring after injury in both sexes (32). Therefore, we sought to compare response to traumatic injury in both male and female fly brains.

*w*^1118^ male and female flies were inflicted with full body trauma using the high-impact trauma (HIT) device and brains were isolated for further analysis. We report changes in gene expression and motor function in both sexes 1, 2, and 4 hr after TBI and show that transcriptional changes in *Drosophila* females are more pronounced than males. In addition, both sexes show effects on motor function in response to TBI. To the best of our knowledge, this is the first study to report changes in gene transcription at immediate time-points post-injury and to do so in both sexes.

## Materials and Methods

### Fly Stocks and Crosses

All fly stocks were stored at 25°C at constant humidity and fed with standard sugar/yeast/agar medium. *w*^1118^ and *UAS-MitoTimer* (#57323) were obtained from the Bloomington *Drosophila* Stock Center. *elav-Gal4* (#458) was obtained from Dr. Sokol Todi (Wayne State University). *UAS-MitoTimer* and *elav-Gal4* crosses were performed at the conditions described above. All assays were performed on adult mated flies (10–14 days old).

### Traumatic Brain Injury (TBI)

Full body trauma from a single strike of a modified high impact trauma (HIT) device with the impact arm constrained to a 45° angle was used to inflict male and female files with TBI (27, 33). No more than 50 flies were placed in a plastic vial before being confined to the bottom quarter of the vial by a stationary cotton ball. When the spring was deflected and released, the vial rapidly contacted the pad delivering trauma to the flies as they contact the vial wall.

### MitoTimer

Mitochondrial oxidation was assessed using a modified MitoTimer protocol (34). Brains were dissected from either control or TBI flies expressing MitoTimer. Three replicates of 10 brains per condition were placed in each well of a 96-well clear-bottom plate containing 50 μl 1XPBS. Red and green fluorescence were measured immediately after dissecting brains for each time-point at the excitation/emission wavelengths of 543/572 and 485/528, respectively, using the Synergy H1 microplate reader (Biotek). The ratio of red over green fluorescence was reported as an indicator of the level of mitochondrial oxidation. All data are represented as mean ± standard error of the mean (SEM). All statistical analyses were performed using GraphPad Prism. One-way ANOVA with Dunnett's multiple comparisons test was used to compute statistical significance (*p* < 0.05) between groups.

### RNA Isolation

Total RNA was extracted from single fly brains using the QIAzol® lysis reagent and Direct-zol™ RNA MicroPrep kit (Zymo Research) following manufacturer's instructions.

### 3′ mRNA Expression Analysis

Expression analysis was conducted in collaboration with the Wayne State University Genome Sciences Core. Three biological replicates were used for each condition.

QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen) was used to generate libraries of sequences close to 3′ end of polyadenylated RNA from 15 ng of total RNA in 5 μl of nuclease-free water following low-input protocol. Library aliquots were assessed for overall quality using the ScreenTape for the Agilent 2200 TapeStation and quantified using Qubit™ 1X dsDNA HS Assay kit (Invitrogen). Barcoded libraries were normalized to 2 nM before sequencing at 300 pM on one lane of a NovaSeq 6000 SP flow cell. After de-multiplexing with Illumina's CASAVA 1.8.2 software, the 50 bp reads were aligned to the *Drosophila* genome (Build dm3) with STAR_2.4 (35) and tabulated for each gene region (36). Differential gene expression analysis was used to compare transcriptome changes between conditions using edgeR v.3.22.3 (37) and transcripts were defined as significantly differentially expressed at absolute log_2_ fold change (|log_2_FC|) > 1 with an FDR <0.05. Significant gene expression changes were submitted for gene ontology analyses using RDAVID (38) for the following categories: GOTERM_BP_ALL, GOTERM_MF_ALL, UP_KEYWORDS, GOTERM_BP_DIRECT, and GOTERM_MF_DIRECT.

### Heatmaps

Heatmaps were generated using Java Treeview (39). Counts representing the number of reads mapped to each gene were obtained using HTSeq (36) on STAR alignments (35) before normalization. To normalize, a scaling factor was determined by dividing the uniquely mapped reads for each sample by the sample with the highest uniquely mapped number of reads. Each gene count for all samples was multiplied with this scaling factor for normalization. Log_2_ of the normalized averaged counts for all 3 replicates is represented for each condition on the orange scale (0–10). The log_2_ fold change, represented on yellow-blue scale (0–6), for each gene is obtained from differential expression analysis across all 3 replicates (37). Genes significant (|log_2_ FC| > 1, *p* < 0.05) in at least 1 time point are indicated in black text.

### Quantitative Real Time PCR

qRT-PCR was performed on select genes to validate 3′ mRNA-Seq results. Total RNA was isolated from 10 fly brains for males and females at control and 2 hr after TBI as described in RNA isolation. To measure the expression levels of target genes, 2 ng RNA was mixed with TaqMan™ Gene Expression Primers (Thermo Fisher, Waltham, MA, USA) and TaqMan™ RNA-to-C${}_{\text{T}}^{™}$ 1-Step Kit (Thermo Fisher, Waltham, MA, USA). qRT-PCR reactions were run in a 384-well plate containing 2 biological and 3 technical replicates of each condition. *Drs* (Dm01822006_s1), *DptB* (Dm01821557_g1), *Mtk* (Dm01821460_s1), *mRpL55* (Dm02142138_g1), and *AttA* (Dm02362218_s1) were quantified with QuantStudio 12K Flex run to 40 cycles, using 2^−ΔΔ*Ct*^ (cycle threshold) methods and normalizing all transcripts to the reference gene, *RpL32* (Dm02151827_g1). Significant change (*p* < 0.05) was computed using 2-tailed Student's *t*-test for unequal variance.

### Climbing Assay

Negative geotaxis was measured using a modified climbing assay protocol (31, 40–42). Approximately 20 flies per condition were placed in plastic vials. Flies were gently tapped to the bottom of the vials and then the number of flies that climbed above a 7 cm mark within 15 sec were recorded. The assay was carried out in triplicate (60 flies total) for each of the following conditions: 10 min after flies were inflicted with trauma for immediate response with measurements repeated at 24, 48, and 72 hr. The average percent climbed across all 3 replicates is reported as mean ± SEM. Flies were maintained at 25°C for the duration of the assay. Mixed design ANOVA was used to compute significance (*p* < 0.05) with condition (Control or TBI) as a between-subjects factor, time (10 min, 24, 48, and 72 hr) as a within-subjects factor and vial as random factor with Tukey for *post-hoc* comparison. The mixed design ANOVA was performed in R Core Team (43) using the “emmeans” package.

### Locomotor Activity Assay

To measure locomotor activity, individual flies (24 biological replicates/condition) for control and TBI condition were placed in tubes containing regular fly food in a Drosophila activity monitoring system which measures the number of times a given fly crosses an infrared beam (TriKinetics Inc., Waltham, MA) (44). The activity was assessed for 2 days. Flies were subjected to 12-hr light/dark cycles with activity summarized every 30 min producing 96 timepoints of data. The number of beam breaks occurring as a result of fly movement in 30-min time-bins before the specified time-point are plotted as locomotor activity for that time-point. Flies that did not live through the recording period were not used in the calculations. Repeated measures ANOVA with Fisher's Least Significant Difference (LSD) and Bonferroni for multiple comparisons test was used to compute statistical significance (*p* < 0.05) between control and TBI groups using SPSS.

## Results

### Identification of Sex Dependent Gene Expression Changes in Response to TBI

Following brain injury, cellular cascades activate in response to the damage sustained by the primary and secondary effects of the insult (14). To identify genes involved in these pathways, we used 3′ mRNA-Seq to study genome wide gene expression changes between control and TBI flies in both sexes. The majority of TBI data identifying transcriptional changes has focused on investigating gene profiles several hours or days post-injury (29, 30, 33). 

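Transcript levels were measured by QuantSeq 3′ mRNA-Seq, which reads the 3′ ends of polyadenylated transcripts, in single brains of white-eyed laboratory flies. There were 8 groups, uninjured flies and flies taken 1, 2 or 4 hr after a single strike, in each sex, with 3 libraries per group and 24 in all, each from a separate fly. The paper and the submitters' processing notes name CASAVA 1.8.2 for de-multiplexing, STAR 2.4 for alignment to the dm3 build and HTSeq for counting. HTSeq's version and strand setting are not given in the sources used here. The authors' deposited table holds whole-number read counts of 16995 genes. Total counts per library were 52388 to 1193051 (median 238289) in female controls, 55416 to 1683383 (median 219707) at 1 hr, 564238 to 1527109 (median 1411248) at 2 hr and 331411 to 1769669 (median 1341672) at 4 hr. In males they were 72792 to 527464 (median 418494) in controls, 564267 to 1119538 (median 719113) at 1 hr, 211541 to 1466219 (median 364147) at 2 hr and 46943 to 545880 (median 323411) at 4 hr. A single count was therefore worth 0.676 to 17.1 CPM (counts scaled to the same total in each library) depending on the library, and a gene without a count in a library can have lain at up to 3 counts, or 2.03 to 51.2 CPM. Such floors and counting intervals cover counting error only, and molecular identifiers are not given in the sources used here. Where a group had no read, a fold is given below as at least or at most, against a floor of 3 reads over that group. It takes the reads of the other group as counted, without their counting error, so with few reads it is not a strict bound. Pooled over the female controls, most counts come from replicate 2 (1193051, with 238289 and 52388 in replicates 1 and 3). Bounds and ratios against these pooled controls therefore rest largely on the depth of that 1 library. It held a count for 6540 genes, against 6693 in the shallower replicate 1, which a floor on counts does not cover. Levels below are CPM after TMM scaling. Changes are log2 fold changes (log2FC) from edgeR's quasi-likelihood test over the 12 libraries of a sex, 5918 genes in females and 4474 in males, and a gene counts as changed at an adjusted p under 0.05 with |log2FC| over 1. Differences between the sexes were tested in all 24 libraries over 5462 genes. The sex labels were checked with transcripts listed before the data were examined. roX1, a non-coding RNA of male dosage compensation, lay at 714 to 1024 CPM (median 948) in the 12 libraries labelled male and at 722 to 1261 CPM in 10 of the 12 labelled female. The other female-labelled libraries had 6.20 CPM (2 hr replicate 2) and 79.7 CPM (4 hr replicate 2). Yp1, a yolk protein gene of the female fat body, had a median of 3236 CPM (365 to 22270) in female-labelled and 1700 CPM (288 to 2258) in male-labelled libraries. Median levels in female-labelled and male-labelled libraries were 785 and 466 CPM for Yp2 and 612 and 325 CPM for Yp3, with overlapping ranges. They were 147 and 146 CPM for roX2, and 0 and 1.37 CPM for msl-2, near the floor. roX2 parted the female-labelled libraries as roX1 did, with 117 to 170 CPM in the same 10 and 89.6 to 182 CPM in male-labelled ones. Its lowest female-labelled value was 2.07 CPM. Because roX1 goes against the female labels, the groups are called female-labelled and male-labelled, and each direction between the sexes rests on those labels. The same female 2 hr and 4 hr libraries, replicate 2 of each, stand apart in other lists too. Their neuronal markers had median log2 ratios of -2.60 and -1.27 to the other female-labelled libraries, and 23 immune peptide genes summed to 207500 CPM in the 2 hr library against 13850 CPM in the 4 hr library. Genes with a count numbered 6121 and 6372 in these libraries, against 8104 and 8061 in replicate 3 of the same groups. No pair of the 24 libraries was a duplicate: of 276 pairs 0 held identical counts, and all 24 pairs within a group differed by more than sampling noise. Distances between libraries were taken over 1350 genes after thinning each library to the smallest total, 46943 counts, so counting noise adds to every distance. Libraries of one sex and time were then no closer to each other than to the rest, with a mean correlation distance of 0.233 within and 0.229 between groups (permutation test, one-sided, p = 0.546, adjusted p = 0.728 over 4 such tests).

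**Figure D1:**
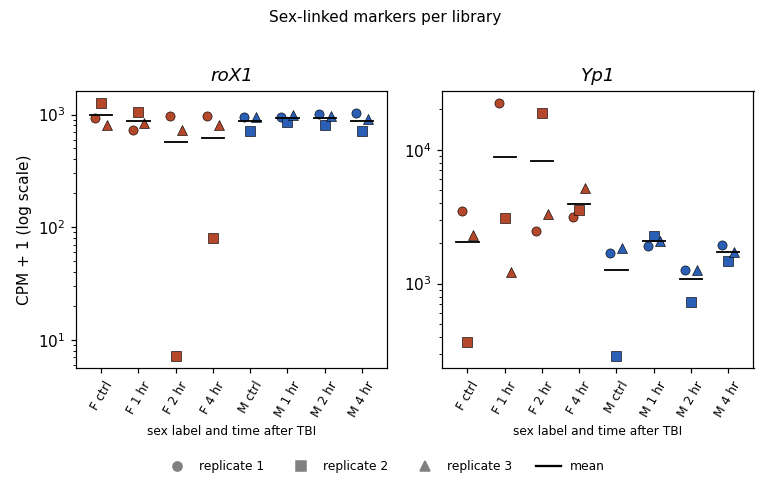
Level of roX1 and Yp1 (CPM + 1, log axis) in each of the 24 libraries by sex label and time after TBI. Circles, squares and triangles are replicates 1, 2 and 3 and the black line is the group mean; 10 of the 12 female-labelled libraries lie at the male-labelled level of roX1.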

In our study, we collected individual brains from control and 1-, 2-, and 4-hr post-injury (single strike) time points to capture gene expression changes within the immediate timeframe of TBI which may include primary and secondary effects. Differential gene expression analysis shows significant changes in both sexes after TBI (Figure 1). 

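The transcripts with the smallest p after TBI were immune peptides and an uncharacterised gene, all at 2 hr in female-labelled libraries. CecA2 and CecB encode cecropins, AttC an attacin and Dro drosocin, antibacterial peptides that the fly secretes. CecA2 and its near-identical neighbour CecA1 may share reads, so the split of counts between them is uncertain. Dro stood at 5247 ± 8647 CPM at 2 hr and 71.3 ± 28.4 CPM in controls (SD, n = 3 each), with 93.8, 15230 and 418 CPM in the 3 libraries (log2 fold change 6.10, standard error 1.43, adjusted p = 0.481, 2 of 3 libraries above every control). Without replicate 2 of the 2 hr group its log2FC was 1.86. The uncharacterised gene CG34212, with the smallest p of all, had 134 ± 102 CPM against 0.271 ± 0.470 CPM (SD, n = 3 each), 348 reads against 1 (188-fold, 95% counting interval 33.4 to 7428, adjusted p = 0.452). No gene passed the threshold in any of the 6 comparisons with control by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 with |log2FC| over 1 there were 98 genes at 1 hr, 422 at 2 hr and 301 at 4 hr in female-labelled libraries, and 41, 79 and 59 in male-labelled ones. Without the fold limit these were 98, 422 and 301, and 69, 109 and 86, where chance alone gives about 296 among the genes tested in females and 224 in males. With adjustment, DESeq2 called 25 genes at 2 hr in female-labelled libraries, all higher, and 0 in the other 5 comparisons, and limma-voom with sample weights called 0 in all 6. edgeR's exact test on the 2 groups alone called 1 gene, CG34212 at 2 hr, and leaving out female 2 hr replicate 1 gave 20 genes at 2 hr. Without a filter on low counts edgeR called 2 genes at 1 hr (MRE16 and Yp2), 95 at 2 hr and 13 at 4 hr in female-labelled libraries, and 0, 1 (CG11458, named after its values were seen) and 7 in male-labelled ones.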

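Among genes at an unadjusted p under 0.05 with |log2FC| over 1, 26 were higher and 15 lower than control at 1 hr in male-labelled libraries, 49 and 30 at 2 hr, and 17 and 42 at 4 hr. The smallest p at 1 hr included kni, which encodes a transcription factor of embryonic patterning, at 47.3 ± 0.749 CPM against 14.7 ± 9.17 CPM in controls, and wts, a kinase of the Hippo pathway, at 128 ± 5.80 CPM against 235 ± 81.3 CPM (SD, n = 3 each). kni had a log2FC of 1.89 (3 of 3 libraries above every control) and wts of -0.93 (3 of 3 below every control), both at an adjusted p of 0.999 from edgeR's quasi-likelihood test. With library size in place of TMM the 4 hr counts were 31 higher and 29 lower. Single libraries moved these counts by over 1.5 times. At 1 hr there were, higher and lower, 169 and 105 without male control replicate 1, 38 and 36 without male control replicate 3, 8 and 7 without male 1 hr after TBI replicate 2 and 13 and 8 without male 1 hr after TBI replicate 3. At 2 hr there were 175 and 86 without male control replicate 1, 81 and 55 without male 2 hr after TBI replicate 1, 63 and 268 without male 2 hr after TBI replicate 2 and 92 and 66 without male 2 hr after TBI replicate 3. At 4 hr there were 197 and 163 without male control replicate 1, 16 and 11 without male control replicate 2, 35 and 95 without male control replicate 3 and 29 and 60 without male 4 hr after TBI replicate 3. The spread between replicates was smaller in male-labelled than in female-labelled libraries, with a common biological coefficient of variation of 0.373 against 0.790.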

Gene expression changes in response to TBI were less pronounced in males (Figures 1A–C) as compared to females (Figures 1D–F). Females show more genes effected and more pronounced fold changes with the majority of the transcripts upregulated (|log FC| > 2; *p* < 0.05) across all time-points.

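In female-labelled libraries, genes at an unadjusted p under 0.05 with |log2FC| over 1 were mostly higher than control, 82 higher and 16 lower at 1 hr (83.7%, 95% interval 74.8 to 90.4, Clopper-Pearson), 410 and 12 at 2 hr (97.2%, 95% interval 95.1 to 98.5) and 283 and 18 at 4 hr (94.0%, 95% interval 90.7 to 96.4). These intervals treat genes as independent, which genes read in the same libraries are not, so they do not measure how certain the direction is. At 1 hr the smallest p belonged to CG1441 and CHMP2B. CHMP2B, a subunit of the ESCRT-III membrane-sorting complex, had 134 reads at 1 hr (39.7 ± 51.9 CPM, SD, n = 3) and 0 in controls, at least 42.4-fold higher against a floor of 3 reads over the group. That floor rests largely on female control replicate 2, and a gene without a read in control replicate 3 can have lain at up to 46.4 CPM there. The uncharacterised CG1441, with the smallest p at 4 hr too, had 127 reads at 4 hr (32.3 ± 37.0 CPM, SD, n = 3), at least 22.1-fold higher. At 4 hr MFS9, a transporter of the major facilitator family, was at 328 ± 436 CPM against 12.9 ± 11.7 CPM (SD, n = 3 each; log2 fold change 4.27, standard error 1.13, adjusted p = 0.929 from edgeR's quasi-likelihood test, 3 of 3 libraries above every control). By this test the direction at 1 hr rests on a single library, since without female 1 hr replicate 1 there were 20 higher and 35 lower genes. The other libraries that moved the 1 hr counts by over 1.5 times gave, higher and lower, 146 and 23 without female control replicate 1, 29 and 7 without control replicate 2, and 160 and 50 without 1 hr replicate 3. At 2 hr there were 237 and 12 without female control replicate 2, 641 and 150 without female 2 hr after TBI replicate 1 and 99 and 3 without female 2 hr after TBI replicate 2. At 4 hr there were 141 and 7 without female control replicate 2, 513 and 249 without female 4 hr after TBI replicate 1 and 84 and 5 without female 4 hr after TBI replicate 2. Without both libraries that stand apart (2 hr and 4 hr replicate 2), 81.0%, 84.8% and 83.7% of such genes were higher. limma-voom with sample weights, which weights those libraries down, gave 77 higher and 67 lower genes at 1 hr, 370 and 391 at 2 hr, and 420 and 403 at 4 hr, and with equal weights 101 and 92, 276 and 246, and 255 and 361 (a choice made after the results were seen).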

**Figure 1:**
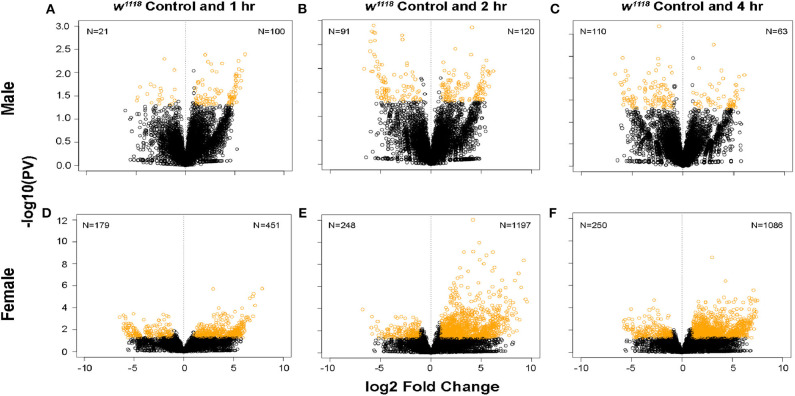
Gene expression changes after TBI in male and female flies. Volcano plots depicting log_2_ fold change and –log10(PV) of differentially expressed genes at 1, 2, and 4 hr after injury compared to control are indicated for males **(A–C)** and females **(D–F)**. The number of significantly upregulated and downregulated gene changes are indicated in yellow in each plot (|log_2_FC| > 1; *p* < 0.05). Females show more upregulated gene expression in response to injury than males.

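The gene with the smallest p for a sex difference in the change was grass, a serine protease upstream of Toll, at 2 hr. At 2 hr it had 116 ± 136 CPM in female-labelled libraries against 1.59 ± 2.10 CPM in their controls, and 9.92 ± 6.87 CPM in male-labelled libraries against 41.0 ± 24.0 CPM in theirs (SD, n = 3 each). The female control value rests on 2 reads, so the rise is 93.0-fold, 95% counting interval 25.5 to 771. The fitted difference between the changes, which rests on those reads too, was 7.99 on the log2 scale (standard error 1.58, adjusted p = 0.215 from edgeR's interaction term over 24 libraries), with the labels as given, which roX1 goes against. CecA2, CHMP2B and nom, a gene without a described function here, were also among the 5 smallest p at 2 hr, each at an adjusted p of 0.613. No gene passed the threshold for a sex difference at 1, 2 or 4 hr. At an unadjusted p under 0.05 with |log2FC| over 1, 67 genes changed upward more in female-labelled libraries and 27 less at 1 hr, 268 and 29 at 2 hr, and 310 and 37 at 4 hr. DESeq2 called 4 genes at 2 hr (grass, Dro, CecA2 and IM3), an edgeR fit without female 2 hr replicate 1 called 3 (CecA2, grass and Dro), and limma-voom with sample weights called 0. With library size in place of TMM the split was 45 and 41 at 1 hr and 204 and 62 at 4 hr. Single libraries moved the counts by over 1.5 times. At 1 hr there were 184 and 44 without female control replicate 1, 103 and 44 without female control replicate 3, 136 and 134 without female 1 hr after TBI replicate 3 and 118 and 109 without male control replicate 1. At 2 hr there were 451 and 256 without female 2 hr after TBI replicate 1, 95 and 24 without female 2 hr after TBI replicate 2, 346 and 129 without male control replicate 1, 148 and 14 without male control replicate 2 and 636 and 62 without male 2 hr after TBI replicate 2. At 4 hr there were 537 and 341 without female 4 hr after TBI replicate 1, 183 and 28 without female 4 hr after TBI replicate 2, 406 and 145 without male control replicate 1 and 145 and 20 without male control replicate 2.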

Significant genes identified from mRNA-Seq were classified for their biological functions using DAVID (38, 45). Several gene ontology (GO) categories were changed in both sexes in response to TBI (Tables 1, 2 and Table S1). 

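Which lists of genes were called as moving together after TBI depended on the correlation assumed between genes. Lists of genes were fixed before the data were examined in place of GO categories, 30 in all, with a list for each of Figures 3 and 4. Several other lists share members with those figures, such as Mtk, imd, Jra and SdhA, and are not independent of the study's choice. camera, a test of whether a list moves more than the other genes, was run with a preset correlation of 0.01 between genes. Of all lists in the 6 comparisons with control it called 20 list results at an adjusted p under 0.05, 19 higher and 1 lower. In female-labelled libraries these were immune peptides, Toll and Imd components, cytoplasmic and mitochondrial ribosomal proteins, mitochondrial carriers, photoreceptor genes and the lists of Figures 3 and 4, and in male-labelled libraries immune peptides, photoreceptor genes, the sex check genes, the list of Figure 3 and, downward, cytoplasmic ribosomal proteins. With the correlation estimated from the libraries it called 0, the smallest adjusted p being 0.824, and fry, which asks only whether the members of a list move one way, called 0 as well. No member of any list passed the threshold over all genes tested by edgeR's quasi-likelihood test. Genes of the ovary and of the testis had 0 members with enough counts to test, and the mitochondrial genome has no gene in the authors' deposited table.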

In females, the highest number of significant categories (FDR < 0.05) were altered 2 hr after injury (141 GO terms) (Figure 2). In addition to the 11 GO terms that overlapped between all 3 time-points, a large overlap was observed between processes at 2 and 4 hr after TBI (49 shared GO terms) (Figure 2). 

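Photoreceptor genes were called as higher 2 hr after TBI in female-labelled libraries by camera with its preset correlation (camera adjusted p = 2.05e-06, adjusted p = 0.824 with an estimated correlation), and fry did not call them. The photoreceptor and eye genes, which hold the rhodopsins and the enzymes of phototransduction, had a median log2FC of 1.01 at 2 hr, with 8 of 19 members higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1 and 2 and 0 adjusted over the list alone. ninaE, the major rhodopsin, stood at 2982 ± 2246 CPM against 530.2 ± 189.7 CPM in controls (SD, n = 3 each; log2 fold change 2.44, standard error 0.645, adjusted p = 0.481, 3 of 3 libraries above every control). chp, which encodes the photoreceptor adhesion protein chaoptin, had 239 ± 143 CPM against 33 ± 40.6 CPM (SD, n = 3 each; log2 fold change 2.80, standard error 0.947, adjusted p = 0.535, 2 of 3 above every control). The call was kept without any 1 library (adjusted p up to 0.000873), while its size moved: the median was 1.95 without female control replicate 1, and 3 and 5 members were higher at an unadjusted p under 0.05 without female control replicate 2 and without female 2 hr replicate 3, with 0 adjusted over the list alone in both cases. Photoreceptor genes are read here in whole brains, and the share of eye tissue in each brain is not given in the sources used here. By time, camera called 2 lists at 1 hr, 7 at 2 hr and 5 at 4 hr in female-labelled libraries, all higher than control.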

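The proteins of the cytoplasmic ribosome were called as higher at both 2 and 4 hr in female-labelled libraries by camera with its preset correlation. At 2 hr their median log2FC was 0.70, with 19 of 81 members higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1 and 0 and 0 adjusted over the list alone (camera adjusted p = 1.2e-07, adjusted p = 0.824 with an estimated correlation), and at 4 hr it was 0.58, with 6 higher and 0 lower and 0 adjusted over the list alone (camera adjusted p = 4.96e-06, adjusted p = 0.824 with an estimated correlation). RpL4, a protein of the large subunit, had 954 ± 1048 CPM at 2 hr and 614 ± 446 CPM at 4 hr against 119 ± 79.2 CPM in controls (SD, n = 3 each; log2 fold change 3.00, standard error 1.02, adjusted p = 0.535 at 2 hr, 3 of 3 libraries above every control). RpS3A, of the small subunit, had log2FCs of 2.39 and 2.06 (standard errors 0.808 and 0.799). The size of both rises rests largely on the libraries that stand apart, although camera kept both calls without any 1 library. Without female 2 hr replicate 2 the 2 hr median was 0.38 with 0 members past an unadjusted p of 0.05 (adjusted p = 0.0419), and without female 4 hr replicate 2 the 4 hr median was 0.37 with 0 (adjusted p = 0.0182). Neuronal markers were low in both of these libraries. The controls moved the number of such members too, to 12 and 10 at 2 hr without replicates 2 and 3 and to 3, 1 and 1 at 4 hr without replicates 1, 2 and 3, as did female 4 hr replicates 1 and 3 (21 and 2). Compared directly, the list had a median log2FC of -0.12 at 4 hr against 2 hr (camera adjusted p = 0.699) and 0.48 at 2 hr against 1 hr (camera adjusted p = 4.51e-07, adjusted p = 0.941 with an estimated correlation), a call lost at an adjusted p of 0.0801 without female 1 hr replicate 3 and 0.969 without female 2 hr replicate 2. Between 4 and 2 hr, 23 genes were higher and 69 lower at an unadjusted p under 0.05 with |log2FC| over 1, and no gene passed the threshold by edgeR's quasi-likelihood test or by DESeq2 (limma-voom with sample weights called 0). Left out singly, 4 libraries moved these counts by over 1.5 times, to 79 and 151 without female 2 hr after TBI replicate 1, 29 and 11 without female 2 hr after TBI replicate 2, 78 and 128 without female 4 hr after TBI replicate 1 and 4 and 41 without female 4 hr after TBI replicate 2. With the replicate number as a block there were 9 higher and 14 lower.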

We observed significant changes in GO terms for “mitochondrion,” “neurogenesis,” “humoral immune response,” “programmed cell death,” “nervous system development” and “cell communication” in females (Figure 2, Table 1). 

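Neuronal markers and cell death genes did not pass the test in female-labelled libraries. The neuronal markers, genes of synaptic transmission and neuronal RNA binding, had median log2FCs of -0.056, -0.79 and -0.61 at 1, 2 and 4 hr (camera adjusted p = 0.452, 0.0519 and 0.305), with 16 of 20 members negative at 2 hr. nSyb, the neuronal synaptobrevin, had 672 ± 65.1 CPM in controls and 379.8 ± 289 CPM at 2 hr (SD, n = 3 each; log2 fold change -0.83, standard error 0.765, adjusted p = 0.872, 3 of 3 libraries below every control), and Snap25, its partner in vesicle fusion, 222 ± 83.6 and 119 ± 94.9 CPM. Of the cell death genes 4 could be tested, among them Diap1, an inhibitor of caspases, at 52.8 ± 24.6 CPM in controls and 267 ± 285 CPM at 4 hr (SD, n = 3 each; log2 fold change 2.26, standard error 0.826, adjusted p = 0.929, 2 of 3 above every control). Their medians were 0.21, 0.36 and 6.8e-05 (camera adjusted p = 0.782, 0.674 and 0.906), the 2 and 4 hr medians being negative with library size as the scaling (-0.033 and -0.24). Activity-regulated genes such as Hr38 and kay, 3 of them tested, had medians of 0.07, -0.28 and -0.34 (camera adjusted p = 0.507, 0.515 and 0.604), the first negative with library size as the scaling (-0.089).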

Several studies on TBI have reported changes consistent with our findings including mitochondrial dysfunction (17, 46), immune activation (47, 48), apoptosis (49, 50), and activation of axonal regeneration after injury (51). 

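The mitochondrial ribosomal proteins, encoded in the nucleus and needed to translate the mitochondrial genome, were called at 4 hr in female-labelled libraries. Their median log2FC was 0.31 at 1 hr, 0.50 at 2 hr and 0.79 at 4 hr (camera adjusted p = 0.471, 0.0767 and 0.000418), and the 4 hr call had an adjusted p = 0.824 with an estimated correlation. At 4 hr there were 8 of 64 members higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1 and 0 and 0 adjusted over the list alone, and at 1 and 2 hr 2 and 7 members were higher and 0 lower, with 0 adjusted over the list alone. The 4 hr call rests on female 4 hr replicate 2. Without it the median was 0.37 with 1 member past an unadjusted p of 0.05 (camera adjusted p = 0.0948, range 9.98e-07 to 0.0948 over 12 libraries left out in turn), and this library has the lower neuronal markers. The aminoacyl-tRNA synthetases, which charge tRNAs for translation, had medians of 0.58, 1.02 and 0.80, and none passed the test (camera adjusted p = 0.195, 0.0683 and 0.195), with 0, 1 and 0 of 12 members higher, 0 lower and 0 adjusted over the list alone.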

Interestingly, genes involved in “nucleotide binding,” “neurogenesis,” “immune response,” and “mitochondrial translation” were among the processes that were significantly changed after TBI at all time-points. These GO categories are also among the top 10 terms altered after injury (Tables 1, 2). The largest impact on outcome after injury comes from damage to axons and accumulation of proteins involved in maintaining the cytoskeleton (22). Several studies have also focused on determining the link between TBI and later development of neurodegenerative disease like Alzheimer's (52), Parkinson's (53), and Amyotrophic lateral sclerosis (54). Dysfunction or accumulation of proteins like *tau* (22, 55), and amyloid precursor protein (*APP*) (56) have been implicated in TBI-mediated neurodegeneration. Surprisingly, we did not see any change in transcription of *tau* or *Appl* in our data (GSE140663: Differential gene expression and counts data). It is possible that alteration to protein or post-transcriptional regulation mediates the effects of these genes in response to TBI. However, we did see significant enrichment of “cytoskeleton,” “microtubule organization” and “axon transport” GO terms in females after injury, indicative of neurodegeneration after trauma. 

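tau, which encodes a microtubule-binding protein, stood at 132 ± 6.18 CPM in female-labelled controls and at 103 ± 25.5, 104 ± 88.3 and 94.1 ± 68.2 CPM at 1, 2 and 4 hr (SD, n = 3 each). Its log2FCs were -0.35, -0.35 and -0.52 (standard errors 0.985, 0.964 and 0.970), none past the threshold. In male-labelled libraries tau had 108 ± 68.9 CPM in controls and 149 ± 70.9 CPM at 2 hr (SD, n = 3 each; log2 fold change 0.28, standard error 0.420, adjusted p = 1.00 from edgeR's quasi-likelihood test). Appl, the fly's amyloid precursor protein-like gene, stood at 946 ± 273 CPM in female-labelled controls and 523 ± 509.6 CPM at 2 hr, and at 936 ± 471 and 1086 ± 692 CPM in male-labelled libraries (SD, n = 3 each). Its log2FCs ran from -0.86 to 0.38 over the 6 comparisons, with no adjusted p under 0.880. At these standard errors a change of 1 log2 unit in tau was not detectable in female-labelled libraries.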

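Genes of the cytoskeleton and of axonal transport, among them kinesin and dynein subunits and tubulins, had as many positive as negative members in female-labelled libraries, 10 and 10 at 2 hr. Their median log2FC was 0.17 at 1 hr, 0.088 at 2 hr (-0.20 with library size as the scaling) and 0.16 at 4 hr, and camera did not call the list (adjusted p = 0.493, 0.656 and 0.764). At an unadjusted p under 0.05 with |log2FC| over 1, 1, 3 and 3 of 20 members were higher and 1 was lower, at 4 hr, with 0 adjusted over the list alone. alphaTub84D, an alpha tubulin, had 184 ± 101 CPM at 2 hr against 32.3 ± 34.8 CPM in controls (SD, n = 3 each; log2 fold change 2.20, standard error 0.877, adjusted p = 0.570, 3 of 3 libraries above every control). DCTN5-p25, a subunit of the dynactin complex, had 110 reads at 2 hr and 0 in controls (at least 19.8-fold). Aplip1, an adaptor of kinesin, had 67.9 ± 50.5 CPM against 21.2 ± 9.20 CPM (SD, n = 3 each; log2 fold change 1.59, standard error 0.826, adjusted p = 0.781, 3 of 3 above every control).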

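In male-labelled libraries camera called 4 lists at 1 hr, 1 at 2 hr and 1 at 4 hr, and the photoreceptor genes were the only list called at more than 1 of these times. Photoreceptor genes had a median log2FC of 0.29 at 1 hr, with 0 of 19 members past an unadjusted p of 0.05 (camera adjusted p = 0.00280, adjusted p = 0.824 with an estimated correlation), and 0.47 at 2 hr with 3 higher, 0 lower and 0 adjusted over the list alone (camera adjusted p = 2.47e-05, adjusted p = 0.824 with an estimated correlation). The 1 hr call was lost without male control replicate 2 (adjusted p = 0.599, range 2.8e-05 to 0.599 over 12 libraries left out in turn), and the 2 hr call without male control replicate 2 (adjusted p = 0.0734) or male 2 hr replicate 2 (adjusted p = 0.720, median 0.053). Cytoplasmic ribosomal proteins were called as lower at 4 hr by camera with its preset correlation and not by fry, with a median of -0.28, 68 of 81 members negative and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.000118, adjusted p = 0.824 with an estimated correlation). The call and its direction rest on male control replicate 2, without which the median was 0.029 and the adjusted p 0.333 (range 1.88e-07 to 0.333 over 12 libraries left out in turn). Neuronal markers had medians of -0.0046 at 1 hr (0.014 with library size as the scaling), 0.036 at 2 hr and 0.14 at 4 hr, and were not called (camera adjusted p = 0.368, 0.674 and 0.221). Synaptotagmin, Syt1, stood at 548 ± 44.5 CPM in controls and 512 ± 27.3, 504 ± 127 and 629.7 ± 37.3 CPM at 1, 2 and 4 hr (SD, n = 3 each).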

For males, although there are significant changes observed in gene expression related to “nervous system development,” “immune effector process,” and “neurogenesis,” there was no overlap seen between processes across any of the 3 time-points after injury (Table 2).

**Table 1:** Gene ontology terms significantly (FDR < 0.05) changed in females in response to traumatic brain injury.

**Rank**	**GOBPID**	**Term**	**Fold enrichment**	**FDR**
**(A) Selected GO terms differentially regulated in females after 1 hr of injury**				
1	GO:0022008	Neurogenesis	1.93	<0.01
2	GO:0044763	Single-organism cellular process	1.16	<0.01
3	UP_KEYWORDS	Nucleotide-binding	1.71	<0.01
4	GO:0000166	Nucleotide binding	1.48	<0.01
5	GO:1901265	Nucleoside phosphate binding	1.48	<0.01
6	UP_KEYWORDS	Atp-binding	1.73	<0.01
7	GO:0006790	Sulfur compound metabolic process	2.57	0.0110
8	GO:0051234	Establishment of localization	1.34	0.0112
9	GO:0009267	Cellular response to starvation	3.17	0.0120
10	GO:0006810	Transport	1.34	0.0133
11	GO:0032555	Purine ribonucleotide binding	1.51	0.0136
12	GO:0017076	Purine nucleotide binding	1.51	0.0137
13	GO:0097367	Carbohydrate derivative binding	1.45	0.0139
14	GO:0036094	Small molecule binding	1.40	0.0159
15	GO:0009987	Cellular process	1.08	0.0172
16	GO:0032553	Ribonucleotide binding	1.49	0.0179
17	GO:0032550	Purine ribonucleoside binding	1.49	0.0191
18	GO:0035639	Purine ribonucleoside triphosphate binding	1.49	0.0191
19	GO:0001883	Purine nucleoside binding	1.49	0.0209
20	GO:0032549	Ribonucleoside binding	1.49	0.0209
21	GO:0051186	Cofactor metabolic process	2.42	0.0214
22	GO:0001882	Nucleoside binding	1.48	0.0229
23	GO:0006950	Response to stress	1.41	0.0248
24	GO:0051188	Cofactor biosynthetic process	3.12	0.0264
25	GO:0051179	Localization	1.27	0.0272
26	GO:0044699	Single-organism process	1.09	0.0294
27	GO:0016887	Atpase activity	2.40	0.0370
28	GO:0044248	Cellular catabolic process	1.58	0.0441
29	GO:0006959	Humoral immune response	2.61	0.0462
**(B) Selected GO terms differentially regulated in females after 2 hr of injury**				
1	GO:0043207	Response to external biotic stimulus	2.30	<0.01
2	GO:0051707	Response to other organism	2.30	<0.01
3	UP_KEYWORDS	mRNA processing	2.28	<0.01
4	GO:0002440	Production of molecular mediator of immune response	2.83	<0.01
5	GO:0009617	Response to bacterium	5.31	<0.01
6	UP_KEYWORDS	Ribosomal protein	2.88	<0.01
7	GO:0045087	Innate immune response	3.38	<0.01
8	UP_KEYWORDS	Innate immunity	4.10	<0.01
9	UP_KEYWORDS	Immunity	3.95	<0.01
10	GO:0006952	Defense response	2.03	<0.01
19	GO:0019731	Antibacterial humoral response	4.34	<0.01
20	UP_KEYWORDS	Protein biosynthesis	3.25	<0.01
33	GO:0065007	Biological regulation	1.16	<0.01
56	UP_KEYWORDS	Oxidoreductase	1.48	<0.01
57	UP_KEYWORDS	Mitochondrion	1.76	<0.01
74	GO:0046907	Intracellular transport	1.48	<0.01
75	GO:0043038	Amino acid activation	2.97	<0.01
93	GO:0022008	Neurogenesis	1.42	0.0161
94	GO:0044700	Single organism signaling	1.20	0.0166
106	GO:0031349	Positive regulation of defense response	2.29	0.0211
107	GO:0007154	Cell communication	1.19	0.0216
122	GO:0023052	Signaling	1.18	0.0309
123	GO:0044765	Single-organism transport	1.23	0.0317
124	GO:0006906	Vesicle fusion	2.63	0.0324
130	GO:0008219	Cell death	1.47	0.0382
131	GO:0012501	Programmed cell death	1.49	0.0394
140	GO:0044262	Cellular carbohydrate metabolic process	1.62	0.0488
141	GO:0071496	Cellular response to external stimulus	1.92	0.0493
**(C) Selected GO terms differentially regulated in females after 4 hr of injury**				
1	UP_KEYWORDS	Ribonucleoprotein	2.69	<0.01
2	GO:0006950	Response to stress	1.55	<0.01
3	UP_KEYWORDS	Ribosomal protein	2.74	<0.01
4	GO:0006810	Transport	1.37	<0.01
5	GO:0051234	Establishment of localization	1.36	<0.01
6	GO:0044763	Single-organism cellular process	1.14	<0.01
7	GO:0051716	Cellular response to stimulus	1.29	<0.01
8	GO:0002181	Cytoplasmic translation	2.68	<0.01
9	GO:0042254	Ribosome biogenesis	2.15	<0.01
10	GO:0050896	Response to stimulus	1.22	<0.01
16	GO:0016192	Vesicle-mediated transport	1.58	<0.01
17	GO:0051179	Localization	1.24	<0.01
18	GO:0051649	Establishment of localization in cell	1.50	<0.01
29	GO:0009617	Response to bacterium	3.26	<0.01
30	GO:0007154	Cell communication	1.23	<0.01
31	GO:0044248	Cellular catabolic process	1.46	<0.01
37	GO:0033036	Macromolecule localization	1.38	<0.01
38	GO:0022008	Neurogenesis	1.48	<0.01
39	GO:0007005	Mitochondrion organization	1.70	<0.01
57	GO:0009991	Response to extracellular stimulus	1.82	0.0157
58	GO:0032543	Mitochondrial translation	2.34	0.0161
68	UP_KEYWORDS	Chaperone	2.73	0.0280
69	GO:0023052	Signaling	1.20	0.0284
73	GO:0000166	Nucleotide binding	1.24	0.0342
74	GO:1901265	Nucleoside phosphate binding	1.24	0.0342
81	GO:0019731	Antibacterial humoral response	2.86	0.0420
82	GO:0006959	Humoral immune response	1.99	0.0427
85	GO:0000902	Cell morphogenesis	2.63	0.0492

*GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms changed in females after injury. GOBPID is the ID of the biological process in GO database*.

**Table 2:** Gene ontology terms significantly (FDR < 0.05) changed in males in response to traumatic brain injury.

**Rank**	**GOBPID**	**Term**	**Fold enrichment**	**FDR**
**(A) Selected GO terms differentially regulated in males after 1 hr of injury**				
1	GO:0002252	Immune effector process	6.56	0.0333
2	GO:0016485	Protein processing	9.00	0.0347
3	GO:0051604	Protein maturation	8.30	0.0464
**(B) Selected GO terms differentially regulated in males after 2 hr of injury**				
1	GO:0008104	Protein localization	2.47	<0.01
2	GO:0045184	Establishment of protein localization	2.72	<0.01
3	GO:0033036	Macromolecule localization	2.13	0.0118
4	GO:0015031	Protein transport	2.68	0.0146
5	GO:0009267	Cellular response to starvation	5.59	0.0215
6	GO:0007399	Nervous system development	1.63	0.0326
7	GO:0006950	Response to stress	1.78	0.0358
8	GO:0016070	RNA metabolic process	1.59	0.0386
9	GO:0051179	Localization	1.49	0.0448
10	GO:0050789	Regulation of biological process	1.33	0.0497
**(C) Selected GO terms differentially regulated in males after 4 hr of injury**				
1	UP_KEYWORDS	Transferase	2.25	<0.01
2	GO:1901605	Alpha-amino acid metabolic process	7.52	<0.01
3	GO:1901607	Alpha-amino acid biosynthetic process	12.40	<0.01
4	GO:0016740	Transferase activity	1.83	0.0115
5	GO:0051188	Cofactor biosynthetic process	6.50	0.0117
6	GO:0016053	Organic acid biosynthetic process	6.09	0.0164
7	GO:0044281	Small molecule metabolic process	2.13	0.0211
8	GO:0044711	Single-organism biosynthetic process	2.39	0.0436
9	GO:0044710	Single-organism metabolic process	1.63	0.0438
10	GO:0044283	Small molecule biosynthetic process	4.24	0.0454

*GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms upregulated in males after injury. GOBPID is the ID of the biological process in GO database*.

**Figure 2:**
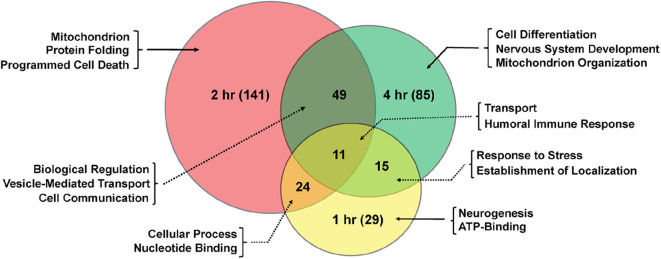
Shared gene ontology terms in females across time-points after injury. The Venn diagram shows significantly changed GO terms for females at 1, 2, and 4 hr after injury as well as overlap between time-points. The number of GO terms differentially regulated at each time-point is indicated in parenthesis.

The pattern of changes between male and female flies indicates that females show more transcriptional changes in response to TBI that continues up to 4 hr of injury. 

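At 4 hr in female-labelled libraries CG8306, MRE16 and CG13827 were among the 5 genes with the smallest p. CG8306, a gene without a described function here, had 244 ± 205 CPM against 34.5 ± 11.3 CPM in controls (SD, n = 3 each; log2 fold change 2.86, standard error 0.774, adjusted p = 0.929 from edgeR's quasi-likelihood test, 3 of 3 libraries above every control). MRE16, a sequence that took 0.612 to 21.8% of all counts in a library, had 162300 ± 123800 CPM against 15640 ± 4694 CPM (SD, n = 3 each; log2 fold change 3.35, standard error 0.900, adjusted p = 0.929). Its share rose with a library's total counts (Pearson r = 0.677 over 24 libraries, tested after it was seen), which had a median of 1341672 at 4 hr and 238289 in controls. The deepest control, with 1193051 counts, had a share of 1.11%. A response to TBI was not separated from depth for MRE16, and the annotation that defines the sequence is not given in the sources used here. CG13827 had 88 reads at 4 hr (24.8 ± 12.5 CPM, SD, n = 3) against 0 in controls (at least 15.3-fold). Of the genes higher than control at an unadjusted p under 0.05 with |log2FC| over 1, 63 of 82 at 1 hr had their highest value in female 1 hr replicate 1, 389 of 410 at 2 hr in 2 hr replicate 2 and 242 of 283 at 4 hr in 4 hr replicate 2. The paper states that females show more transcriptional changes after TBI, lasting to 4 hr, and that the response of males is more subtle at these times.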

In males, however, the transcriptional response is more subtle at these early time-points.

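No gene passed the threshold in male-labelled libraries, by edgeR's quasi-likelihood test with its filter on low counts, DESeq2 or limma-voom with sample weights (without the filter edgeR called 0, 1 and 7 genes at 1, 2 and 4 hr), and the genes with the smallest p lay outside the range of the controls in every library. At 2 hr CG9394 had 97.5 ± 15.5 CPM against 209 ± 49.1 CPM in controls (SD, n = 3 each; log2 fold change -1.16, standard error 0.289, adjusted p = 1.00 from edgeR's quasi-likelihood test), and fkh, which encodes a forkhead transcription factor, 66.1 ± 19.8 CPM against 19.3 ± 9.45 CPM (log2 fold change 1.77, standard error 0.544, adjusted p = 1.00). At 4 hr Stim, the calcium sensor of the endoplasmic reticulum, had 3.73 ± 3.24 CPM against 33.3 ± 27.5 CPM, and Gk1, a glycerol kinase, 7.08 ± 6.40 CPM against 53.4 ± 43.7 CPM (SD, n = 3 each; log2FCs -2.85 and -2.58, standard errors 0.742 and 0.755, both at an adjusted p of 0.999). All 3 libraries lay above every control for fkh and below every control for CG9394, Stim and Gk1, which chance gives to 10% of genes with 3 libraries against 3. Changes of known size were planted in the 2 hr group of simulated counts with the dispersions and depths of the 12 libraries of a sex label. edgeR's quasi-likelihood test recovered 68.3% of genes changed by 2 log2 units in male-labelled and 6.06% in female-labelled libraries, 88.1% and 51.6% at 4 units, and 96.9% and 74.2% at 6 units. Each gene was drawn independently in 1 run, so libraries that deviate as a whole were not imitated, and recovery in the real data can differ.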

### Immune Pathway Genes Are Differentially Regulated in Response to TBI

Multiple studies have explored the role of inflammatory processes and provided clues into the cell types and molecular pathways affected by TBI (30, 47, 48). TBI-related damage from secondary injuries due to activated immune response was shown previously in a similar fly model of head injury (57). 

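Immune peptides had positive median log2FCs after TBI in female-labelled libraries, above all at 2 hr. No gene passed the threshold, and neither fry nor camera with an estimated correlation called the list. Other lists went along at 2 hr without passing the test: fat body genes had a median log2FC of 1.65 and neuronal markers of -0.79 (camera adjusted p = 0.117 and 0.0519). Of the secreted antimicrobial and immune-induced peptides, 19 of 21 tested members were higher and 0 lower than control at 2 hr at an unadjusted p under 0.05 with |log2FC| over 1, 19 and 0 adjusted over the list alone. Their median log2FC was 1.07 at 1 hr (1.02 with genes near 0 counts at their bounds), 4.76 at 2 hr and 1.77 at 4 hr, where 4 were higher and 0 lower and 0 adjusted over the list alone. camera called the list at 2 and 4 hr (adjusted p = 0.0818 at 1 hr, 1.29e-08 at 2 hr and 0.00870 at 4 hr, each an adjusted p of 0.824 or higher with an estimated correlation). The 2 hr size rests on female 2 hr replicate 2, without which the median was 1.46 with 7 members higher and 0 adjusted over the list alone, still past camera's threshold. The 4 hr call had an adjusted p of 0.0714 without female control replicate 2 and 0.0743 without female 4 hr replicate 3, and 1 member was higher without female control replicate 2. The peptide list shares Mtk, Drs, Def, DptB and several attacins and cecropins with Figure 3, so it is not independent of that figure. The paper does not say how the 16 immune genes of Figure 3 were chosen. Each has an unadjusted p under 0.05 with |log2FC| over 1 in at least 1 of the authors' comparisons, so their direction is not independent evidence. They had medians of 1.67, 5.79 and 2.31 at 1, 2 and 4 hr (1.76 at 1 hr and 5.00 at 2 hr with bounds), with 1, 13 and 4 of 14 tested members higher, 0 lower and 0, 13 and 0 adjusted over the list alone (camera adjusted p = 0.0236, 4.96e-06 and 0.00960, each 0.824 with an estimated correlation). Without female 2 hr replicate 2 the 2 hr median was 1.62 with 3 members higher. The 1 hr call was lost at an adjusted p of 0.335 without female control replicate 2, 0.572 without female 1 hr replicate 1, 0.0511 without female 2 hr replicate 3, 0.0955 without female 4 hr replicate 2 and 0.0659 without female 4 hr replicate 3 (medians 0.60 and 0.22 without the first 2), and the 4 hr call at 0.217 without female control replicate 2 and 0.0659 without female 4 hr replicate 3.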

In our analysis, we have also observed significant changes in transcript levels in several immune pathway genes in response to brain injury (Figure 3).

**Figure 3:**
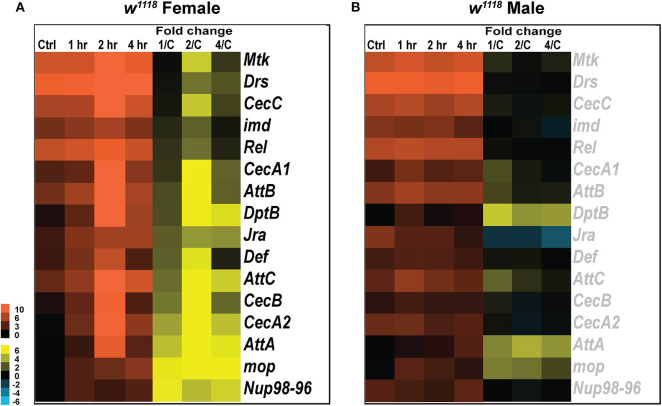
Immune gene expression changes in response to injury. Heatmaps depicting expression changes in immune function related genes for females **(A)** and males **(B)** at control, 1, 2, and 4 hr after injury. The orange scale represents average normalized counts for 3 replicates in each of the indicated groups. Yellow-blue scale shows fold change for each gene at 1, 2-, and 4-hr post-injury compared to control. 1/C, fold change at 1-hr compared to control; 2/C, fold change at 2-hr compared to control; and 4/C, fold change at 4-hr compared to control. All genes indicated in black font are significant (|log_2_FC| > 1, *p* < 0.05).

The *Drosophila* innate immune system is highly conserved with mammals and consists primarily of the Toll, Immunodeficiency (Imd) and Janus Kinase protein and the Signal Transducer and Activator of Transcription (JAK-STAT) pathways, which together combat fungal and bacterial infections (58, 59). Previous studies have explored activation of JAK-STAT (60) in response to injury but we did not see any change in gene expression associated with this pathway. 

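The JAK-STAT pathway genes and the Turandot genes, stress peptides that this pathway induces, were not called as a list. Stat92E, the transcription factor of the pathway, had 239 ± 17.1 CPM in female-labelled controls and 175 ± 68.1 CPM at 2 hr (SD, n = 3 each; log2 fold change -0.46, standard error 0.484, adjusted p = 0.878, 3 of 3 libraries below every control), and 235 ± 86.7 and 261 ± 53.6 CPM in male-labelled libraries. TotM, a Turandot peptide, had 111 reads at 2 hr (37.6 ± 54.3 CPM, SD, n = 3) and 0 in female-labelled controls (at least 19.9-fold higher). The list had median log2FCs of -0.074, 0.24 (-0.19 with library size as the scaling) and -0.21 at 1, 2 and 4 hr in female-labelled and -0.11, -0.52 and -0.24 in male-labelled libraries. TotM was the member past an unadjusted p of 0.05 at all 3 times in female-labelled libraries, 1 of 11 tested, with 0 adjusted over the list alone (camera adjusted p = 0.195 or higher in all 6 comparisons).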

We did, however, observe changes in transcript levels for genes involved in Toll, Imd pathway and JNK pathway as seen in other *Drosophila* TBI models (30, 57, 61). 

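Components of the Toll and Imd pathways, the receptors and signalling proteins above the immune peptides, were called as higher at 2 hr in female-labelled libraries by camera with its preset correlation and not by fry. Their median log2FC was 0.20 at 1 hr, 0.78 at 2 hr and 0.52 at 4 hr (camera adjusted p = 0.195, 0.0129 and 0.209, adjusted p = 0.824 with an estimated correlation at 2 hr). At 2 hr there were 7 of 25 members higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1 and 1 and 0 adjusted over the list alone, and at 1 and 4 hr 3 and 2 higher and 0 lower, with 0 adjusted over the list alone. PGRP-SA, a receptor for bacterial peptidoglycan, had 326 ± 486 CPM at 2 hr against 28.9 ± 23.9 CPM in controls (SD, n = 3 each; log2 fold change 3.54, standard error 1.19, adjusted p = 0.535, 2 of 3 libraries above every control). The call was lost at an adjusted p of 0.0839 without female control replicate 2 and 0.221 without female 2 hr replicate 2, where the median was 0.16 (range 0.00109 to 0.221 over 12 libraries left out in turn). Genes of the JNK pathway, a stress kinase cascade, had medians of -0.019, -0.015 and -0.32 in female-labelled libraries, the first 2 positive with RLE size factors (0.014 and 0.047), and 0.15, 0.19 and 0.24 in male-labelled ones. Jra, the fly's Jun, was the member past an unadjusted p of 0.05, at 2 hr in female-labelled libraries, with 63.1 ± 77.8 CPM against 3.52 ± 6.11 CPM (SD, n = 3 each; log2 fold change 3.34, standard error 1.49, adjusted p = 0.653, 3 of 3 above every control), and the JNK list was not called (camera adjusted p = 0.385 or higher in all 6 comparisons, 0 members adjusted over the list alone).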

Although the genetic components for activation of Toll and Imd pathways are independent, induction of antimicrobial peptide genes like, *Drosomycin* (*Drs), Defensin (Def)*, and *Metchnikowin (Mtk)* depends on the activation of both pathways (62). 

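Mtk encodes metchnikowin, Drs drosomycin, Def defensin and CecB and CecC cecropins, all secreted peptides, while imd and Rel encode the adaptor and the transcription factor of the Imd pathway. At 2 hr in female-labelled libraries Mtk had 3911 ± 6308 CPM against 147 ± 78.6 CPM in controls (SD, n = 3 each; log2 fold change 4.70, standard error 1.23, adjusted p = 0.481), with 11200 CPM in replicate 2 and 191 and 348 CPM in replicates 1 and 3. CecC had 1509 ± 2454 CPM against 54.0 ± 35.9 CPM (SD, n = 3 each; log2 fold change 4.67, standard error 1.28, adjusted p = 0.481), and Def 145 ± 234 CPM against 3.19 ± 4.20 CPM (log2 fold change 5.30, standard error 1.93, adjusted p = 0.545), the controls of Def holding 4 reads. CecB had 1852 reads at 2 hr and 1 in controls (998-fold, 95% counting interval 179 to 39440). Above every control lay 2 of 3 libraries for Mtk, 2 for CecC, 2 for Def and 3 for CecB. Without female 2 hr replicate 2 the log2FC of Mtk was 0.96, of CecC 0.75 and of Def 1.59. For CecB the pooled ratio was not computed without that library. As a list the immune peptides at 2 hr had a median log2 ratio to control of 6.63 in replicate 2 and of 0.74 and 1.92 in replicates 1 and 3. At 1 hr the log2FC was 0.12 for Mtk, 0.41 for CecC and 2.30 for Def, and at 4 hr 1.16, 1.43 and 0.78, none past the threshold.

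**Figure D2:**
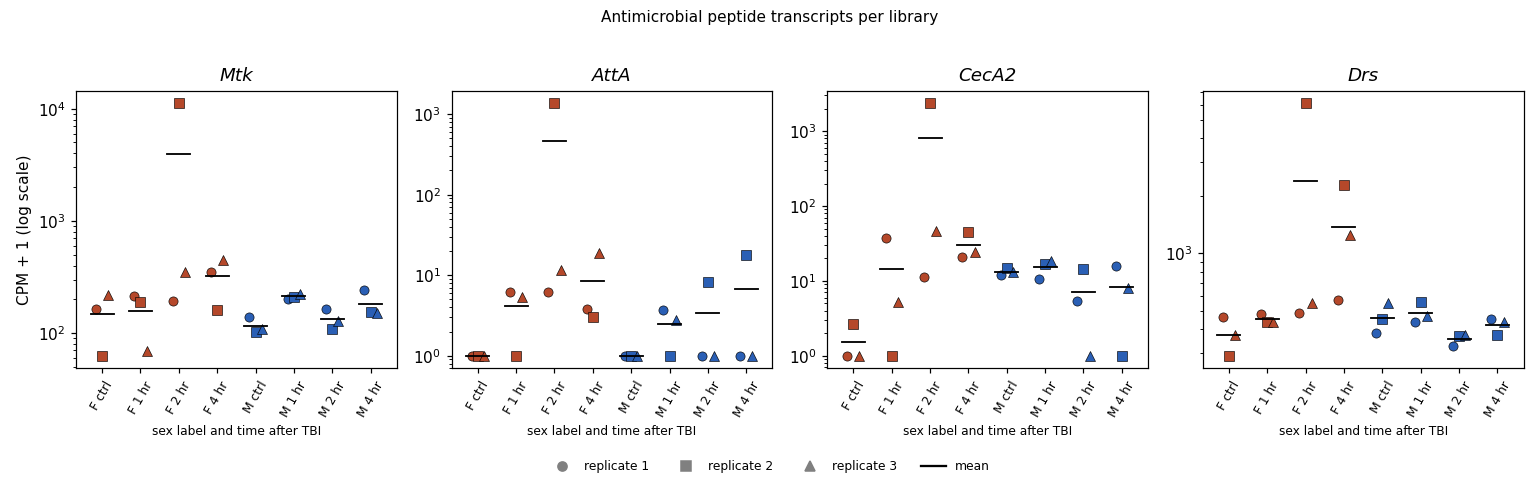
Level of Mtk, AttA, CecA2 and Drs (CPM + 1, log axis) in each of the 24 libraries by sex label and time after TBI. Circles, squares and triangles are replicates 1, 2 and 3 and the black line is the group mean; replicate 2 of the female-labelled 2 hr group lies highest for each of the 4 genes, with Mtk at 11200 CPM.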

In females, we observed a phasic response in several antibacterial and antifungal effector proteins like *Mtk, Drs, CecC, imd, Rel, Def*, and *CecB*, all upregulated 2 hr after injury but not significantly changed at 1 and 4 hr post-TBI (Figure 3A). 

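mop, which encodes a protein tyrosine phosphatase of endosomal sorting, had 0 reads in the 3 female-labelled control libraries, which allows up to 3 reads over the group. It had 21 reads at 1 hr (6.44 ± 7.74 CPM), 43 at 2 hr (13.8 ± 11.3 CPM) and 109 at 4 hr (25.2 ± 36.3 CPM; SD, n = 3 each), at least 6.65-fold, at least 7.72-fold and at least 18.9-fold higher than that floor. Female control replicate 2 gives most of the depth behind it, and replicate 3 can have lain at up to 46.4 CPM without a read. Libraries with a read of mop numbered 2 of 3, 3 of 3 and 2 of 3, and its adjusted p was 1.00, 0.570 and 0.929 by edgeR's quasi-likelihood test. In male-labelled libraries mop had too few counts to test, with 1 read in controls and 19, 21 and 3 at 1, 2 and 4 hr.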

*Mop*, a positive regulator of Toll-NF-κB signaling, is significantly upregulated at all timepoints in response to TBI. 

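AttA and AttC encode attacins, CecA2 a cecropin and Nup98-96 a precursor of nuclear pore proteins. At 1 hr in female-labelled libraries AttC had 33.7 ± 30.1 CPM against 8.62 ± 6.54 CPM in controls, and at 4 hr 179 ± 221 CPM (SD, n = 3 each), with log2FCs of 2.81 and 5.00 (standard error 1.88 at each time) and 3 of 3 libraries above every control at both. CecA2 had 2 reads in controls, 49 at 1 hr (23.3-fold, 95% counting interval 6.11 to 198) and 98 at 4 hr (25.5-fold, 95% counting interval 6.88 to 214). AttA had 0 reads in controls, 8 at 1 hr and 24 at 4 hr, at least 2.53-fold and at least 4.17-fold higher. Nup98-96 had 0 reads in controls, 27 at 1 hr, all in replicate 1, 12 at 2 hr and 14 at 4 hr, at least 8.55-fold, at least 2.16-fold and at least 2.43-fold higher. The bounds of both genes rest largely on the depth of female control replicate 2 and leave out the counting error of the reads after TBI. AttA and Nup98-96 had too few counts to test. AttA is nearly identical to AttB, and how the counting split their reads is uncertain.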

Several immune response genes including *AttA, AttC, CecA2*, and *Nup98-96* are induced in response to injury. Although significant at all time-points, a phasic change characterized by an increased upregulation of expression is observed in *AttA, AttC*, and *CecA2* at 2 h.

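At 2 hr AttC had 2762 ± 4648 CPM in female-labelled libraries (SD, n = 3; log2 fold change 8.87, standard error 2.04, adjusted p = 0.481, 3 of 3 libraries above every control), with 8129 CPM in replicate 2 and 29.5 and 129 CPM in replicates 1 and 3. Against 1 hr its log2FC was 6.07 (standard error 1.68, adjusted p = 0.999), and at 4 hr against 2 hr -3.87 (standard error 1.48, adjusted p = 1.00). CecA2 had 2357 reads at 2 hr, 2367 CPM in replicate 2 and 10.4 and 45.3 CPM in the others (635-fold, 95% counting interval 176 to 5247). AttA had 1342 reads at 2 hr (462 ± 786 CPM, SD, n = 3), at least 241-fold higher than a floor of 3 reads over the controls, and replicates 1 and 3 held 5.21 and 10.6 CPM. Without female 2 hr replicate 2 the log2FC of AttC against control was 3.91. No gene passed the threshold at 2 hr against 1 hr by edgeR's quasi-likelihood test or DESeq2, with 120 higher and 12 lower at an unadjusted p under 0.05 with |log2FC| over 1, and 329 and 33 without female 1 hr after TBI replicate 1, 284 and 147 without female 2 hr after TBI replicate 1 and 20 and 6 without female 2 hr after TBI replicate 2.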

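In male-labelled libraries the immune peptides were called as a list at 1 hr by camera with its preset correlation, with a median log2FC of 0.46 and 13 of 16 tested members positive (camera adjusted p = 0.000849, adjusted p = 0.824 with an estimated correlation). At an unadjusted p under 0.05 with |log2FC| over 1, 2 were higher and 0 lower, AttC and AttB, with 0 adjusted over the list alone. AttC had 37.9 ± 8.50 CPM at 1 hr against 8.89 ± 3.19 CPM in controls (SD, n = 3 each; log2 fold change 2.17, standard error 0.852, adjusted p = 0.999, 3 of 3 libraries above every control), and Mtk 212 ± 11.0 CPM against 116 ± 19.9 CPM (log2 fold change 0.82, standard error 0.275, adjusted p = 0.999, 3 of 3). The call was lost without male control replicate 1 (adjusted p = 0.113, range 2.8e-05 to 0.113 over 12 libraries left out in turn). At 2 and 4 hr the medians were 0.12 and 0.10 and the list was not called (camera adjusted p = 0.801, with a downward sign against a positive median, and 0.674), with 0 members past an unadjusted p of 0.05. The immune genes of Figure 3, which the study chose on these samples and which are not independent evidence, had medians of 0.46, 0.14 and 0.38 over 7 tested members (camera adjusted p = 0.00412 at 1 hr, 0.824 with an estimated correlation, 0.790 at 2 hr, again with a downward sign, and 0.493 at 4 hr), 2 higher at 1 hr and 0 adjusted over the list alone. The 1 hr call was lost at an adjusted p of 0.107 without male control replicate 1.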

Unlike females, males have no significant transcript level changes in the antibacterial and antifungal genes assessed (Figure 3B). 

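Drs had 461 ± 85.7 CPM in male-labelled controls and 487 ± 60.3, 358 ± 25.9 and 419.9 ± 39.5 CPM at 1, 2 and 4 hr (SD, n = 3 each). Its log2FCs were 0.054, -0.38 and -0.14 (standard errors 0.234, 0.236 and 0.240), and at 2 hr 3 of 3 libraries lay below every control (adjusted p = 1.00 from edgeR's quasi-likelihood test). For Rel the log2FCs in male-labelled libraries were 0.075, -0.23 and -0.15 (standard errors 0.370, 0.382 and 0.397).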

Although we see no significant induction of immune response after injury in males, there is consistently high levels of transcripts seen for some genes including *Rel* and *Drs*. 

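Rel had 93.0 ± 54.8 CPM in female-labelled and 93.0 ± 30.0 CPM in male-labelled controls (SD, n = 3 each), a log2FC of -0.17 between them (standard error 0.840, adjusted p = 1.00 from edgeR's quasi-likelihood test over 24 libraries). After TBI Rel had 175 ± 129.7, 497 ± 719 and 135 ± 61.2 CPM at 1, 2 and 4 hr in female-labelled and 106 ± 19.6, 89.2 ± 40.2 and 87.1 ± 21.9 CPM in male-labelled libraries (SD, n = 3 each). The highest value, 1328 CPM, was in female 2 hr replicate 2, and replicates 1 and 3 of that group held 60.8 and 104 CPM.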

*Rel*, a transcription factor involved in the immune deficiency pathway is highly expressed in both sexes at control and TBI conditions. Similarly, *Drs*, an antifungal peptide, is expressed at all conditions in both sexes but significantly induced only in females after injury. 

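Drs, the antifungal peptide drosomycin, had 374 ± 85.3 CPM in female-labelled controls and 451 ± 23.8, 2379 ± 3224 and 1367 ± 865 CPM at 1, 2 and 4 hr (SD, n = 3 each). Its log2FC was 0.26 at 1 hr, 2.59 at 2 hr (standard error 0.817, adjusted p = 0.520) and 1.85 at 4 hr (standard error 0.796, adjusted p = 0.929), with 3 of 3 libraries above every control at both later times. Without female 2 hr replicate 2 the 2 hr log2FC was 0.48, and without female 4 hr replicate 2 the 4 hr log2FC was 1.27. The change in female-labelled less that in male-labelled libraries was 3.03 at 2 hr (standard error 0.901, adjusted p = 0.759) and 1.99 at 4 hr (standard error 0.895, adjusted p = 0.743) by edgeR's interaction term, with the sex labels that roX1 goes against.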

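The glial markers, genes of the glial sheath, of transmitter uptake and of the blood-brain barrier, were not called as a list under either sex label. Their median log2FC was 0.15, 0.39 and 0.32 at 1, 2 and 4 hr in female-labelled and -0.10, -0.10 and -0.079 in male-labelled libraries, the last positive with library size as the scaling (0.064). The smallest camera adjusted p was 0.236. In female-labelled libraries 1, 2 and 3 of 14 members were higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1, and 2 adjusted over the list alone, both at 4 hr. wrapper, an adhesion protein of midline and cortex glia, had 167 ± 215 CPM at 4 hr against 13.8 ± 15.1 CPM in controls (SD, n = 3 each; log2 fold change 4.33, standard error 1.34, adjusted p = 0.929, 2 of 3 libraries above every control), with 414 CPM in replicate 2. alrm, an astrocyte gene, had 54.9 ± 29.5 CPM against 3.49 ± 3.28 CPM (SD, n = 3 each; log2 fold change 3.44, standard error 0.944, adjusted p = 0.929, 3 of 3).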

We also observed a phasic change in transcription of *repo*, a transcription factor specifically expressed in glial cells, in both sexes after injury (Data available in GSE140663: Differential gene expression and counts data). *Repo* transcription is significantly upregulated in females at 1 hr (log_2_FC: 3.10; *p* < 0.05) and 4 hr (log_2_FC: 4.02; *p* < 0.05) after injury with no significant change at 2 hr whereas in males, *repo* is significantly downregulated only at 2 hr (log_2_FC: −2.142; *p* < 0.05) after injury. 

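repo, which encodes the homeodomain factor of glia, had 3 reads in female-labelled controls (2.92 ± 4.37 CPM), 27 at 1 hr (28.7 ± 16.8 CPM), 37 at 2 hr (12.1 ± 4.83 CPM) and 169 at 4 hr (43.2 ± 56.9 CPM; SD, n = 3 each). Pooled over the libraries these are ratios to control of 8.55-fold, 95% counting interval 2.63 to 44.0 at 1 hr, 6.65-fold, 95% counting interval 2.10 to 33.7 at 2 hr and 29.4-fold, 95% counting interval 9.88 to 144 at 4 hr. At 1 hr 3 of 3 libraries lay above every control, at 2 hr 2 and at 4 hr 2, with adjusted p = 1.00, 0.872 and 0.929 from edgeR's quasi-likelihood test. The 4 hr level rests on replicate 2, at 108 CPM, where the other libraries had 19.7 and 1.77 CPM. In male-labelled libraries repo had 20.2 ± 7.84 CPM in controls and 20.9 ± 7.74, 3.58 ± 3.11 and 8.26 ± 8.02 CPM at 1, 2 and 4 hr (SD, n = 3 each), and its log2FC at 2 hr was -2.09 (standard error 0.795, adjusted p = 1.00, 3 of 3 libraries below every control, 9 reads). The interaction term of sex and TBI for repo had an adjusted p of 1.00, 0.850 and 0.733 at 1, 2 and 4 hr.

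**Figure D3:**
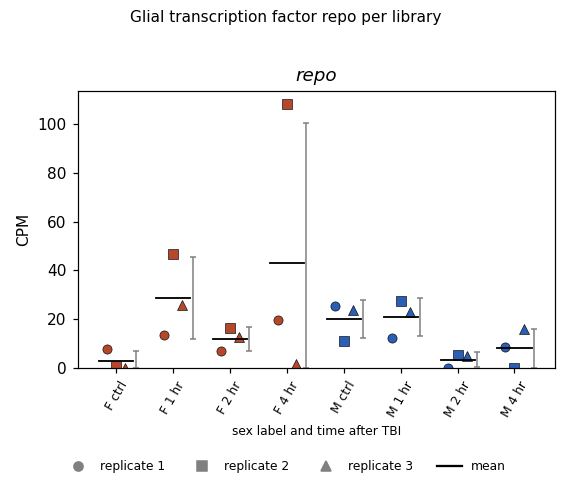
Level of repo (CPM, linear axis) in each of the 24 libraries by sex label and time after TBI. Circles, squares and triangles are replicates 1, 2 and 3, the black line is the group mean and grey bars span 1 SD on either side, drawn no lower than 0; replicate 2 of the female-labelled 4 hr group stands highest at 108 CPM.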

*Drs, DptB, Mtk*, and *AttA* expression was tested by qRT-PCR for both males and females (Table S2).

These data suggest that immune response varies in males and females post-TBI. 

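Tested as a difference between the sex labels, which roX1 goes against, the immune peptides were called as rising more in female-labelled libraries at 2 hr and 4 hr by camera with its preset correlation. The median difference in their log2FC was 0.28 at 1 hr, 4.50 at 2 hr and 1.72 at 4 hr (camera adjusted p = 0.404, 1.63e-07 and 0.0224, adjusted p = 0.777 with an estimated correlation at the later times). At 2 hr 16 of 18 members differed upward and 0 downward at an unadjusted p under 0.05 with |log2FC| over 1, 16 adjusted over the list alone, and at 4 hr 4 and 0, 0 adjusted over the list alone. The Toll and Imd components had median differences of 0.39, 1.35 and 0.77 (camera adjusted p = 0.0406, 0.00126 and 0.117, adjusted p = 0.777 with an estimated correlation at each time). Of the immune genes of Figure 3, picked by the study on these samples and no independent evidence, the medians were 0.55, 5.17 and 1.81 (camera adjusted p = 0.170, 9.58e-05 and 0.0224, adjusted p = 0.777 with an estimated correlation at the later times). The 2 hr calls of all 3 lists held without any 1 library, but their size rests on female 2 hr replicate 2. Without it the median differences were 1.34, 0.25 and 1.52 for peptides, Toll and Imd components and Figure 3 genes, and 2 of the peptides differed upward, 0 adjusted over the list alone (camera adjusted p = 2.63e-06 for the peptides and 0.0467 for the components). The 1 hr call of the Toll and Imd components was lost in 21 of 24 libraries left out (adjusted p 0.0151 to 0.335), and the 4 hr calls of the peptides in 5 and of the Figure 3 genes in 6, up to adjusted p of 0.144 and 0.199, both without female control replicate 2 (medians 1.08 and 0.95). IM3, an immune-induced peptide, had a difference of 4.37 at 2 hr (standard error 1.15, adjusted p = 0.613 from edgeR's interaction term).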

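Compared between times in female-labelled libraries, the immune peptides were called as higher at 2 hr than at 1 hr and lower at 4 hr than at 2 hr by camera with its preset correlation. Their median log2FC was 3.79 at 2 hr against 1 hr, with 17 of 21 members higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1 and 17 and 0 adjusted over the list alone (camera adjusted p = 2.86e-09, adjusted p = 0.941 with an estimated correlation), and -3.24 at 4 hr against 2 hr, with 0 higher and 17 lower and 17 adjusted over the list alone (camera adjusted p = 1.86e-05, adjusted p = 0.941 with an estimated correlation). IM1, an immune-induced peptide, had 495 ± 208 CPM at 1 hr, 5780 ± 8939 CPM at 2 hr and 619.9 ± 287 CPM at 4 hr (SD, n = 3 each), with log2FCs of 3.46 and -3.15 (standard errors 0.998 and 0.981, adjusted p = 0.999 and 1.00). Both changes rest on female 2 hr replicate 2. Without it the medians were 0.49 and 0.23 and the adjusted p 0.248 and 0.374 (range 8.97e-15 to 0.248 over 12 libraries left out in turn for the first and range 9.97e-13 to 0.374 over 12 libraries left out in turn for the second). The immune genes of Figure 3, chosen on these samples and not independent evidence, had medians of 4.39 and -3.70 (camera adjusted p = 0.000186 and 0.0130, each 0.941 with an estimated correlation), calls lost at an adjusted p of 0.906 without female 2 hr replicate 2 for the first and 0.375 without female 2 hr replicate 2, 0.115 without female 4 hr replicate 1 and 0.0814 without female 4 hr replicate 3 for the last.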

Interestingly, females exhibit a phasic change in immune pathways with induction of some genes 2 hr after trauma but no significant change at 1 and 4 hr. Phasic activation of immune response genes has previously been observed in transcriptional studies from a mixture of male and female flies inflicted with TBI within 1–8 hr after injury (29). Thus, similar studies over longer time-points would be helpful to deduce if this pattern is repeated beyond the time-points assessed.

### TBI Affects Transcript Levels of Genes Related to Mitochondrial Transport and Oxidative Phosphorylation

Mitochondria are subcellular organelles required for several metabolic processes and energy generation by oxidative phosphorylation (63). Mitochondria are present in all cell types and organ systems but differ in morphology and quantity suggesting tissue and system-specific roles (64). Injury to mitochondria leads to oxidative stress, subsequent apoptosis and decreased cellular energy (17). These changes impair neurologic functions, as commonly observed not only in TBI but also in other neurodegenerative diseases (46). 

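The mitochondrial genes of Figure 4 were called as higher at all 3 times in female-labelled libraries by camera with its preset correlation, and at no time by fry. They span organelle transport, carriers, respiratory subunits and mitochondrial ribosomal proteins. The paper does not say how these genes were chosen. Each has an unadjusted p under 0.05 with |log2FC| over 1 in at least 1 of the authors' comparisons, so their direction is not independent evidence. Their medians were 1.37, 2.38 and 1.98 log2 units at 1, 2 and 4 hr (1.21 at 1 hr with genes near 0 counts at their bounds; camera adjusted p = 0.000418, 5.25e-06 and 1.67e-05, each 0.824 with an estimated correlation). Of 14 tested members 0, 8 and 6 were higher and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1, with 0 adjusted over the list alone. The 1 hr call was lost without female 1 hr replicate 1, with an adjusted p of 0.533 and a median of -0.13 (range 3.31e-06 to 0.533 over 12 libraries left out in turn). At 2 hr the median was 1.31 with 1 member higher without female 2 hr replicate 2, and at 4 hr 2 were higher without female control replicate 2, both calls kept.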

We, therefore, looked at changes in expression of genes related to mitochondria and oxidative phosphorylation in *Drosophila* (Figure 4).

**Figure 4:**
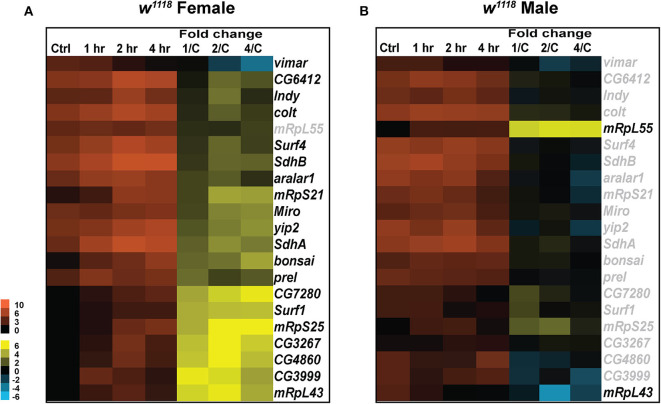
Mitochondrial gene expression changes after injury. Heatmaps depicting expression changes in mitochondria related genes for females **(A)** and males **(B)** at control, 1, 2, and 4 hr after injury. Orange scale represents the average of normalized counts for 3 replicates in each group indicated above. Yellow-blue scale shows fold change for each gene at 1, 2-, and 4-hr post-injury compared to control. 1/C, fold change at 1-hr compared to control; 2/C, fold change at 2-hr compared to control; and 4/C, fold change at 4-hr compared to control. All genes indicated in black font are significant (|log_2_FC| > 1, *p* < 0.05).

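Miro, the GTPase that carries mitochondria along microtubules, had 2 reads in female-labelled controls (10.3 ± 17.9 CPM) and 11, 55 and 66 at 1, 2 and 4 hr (8.88 ± 5.93, 19.8 ± 21.5 and 20.7 ± 7.17 CPM; SD, n = 3 each). Pooled, these are ratios to control of 5.22-fold, 95% counting interval 1.14 to 48.5 at 1 hr, 14.8-fold, 95% counting interval 3.91 to 125 at 2 hr and 17.2-fold, 95% counting interval 4.58 to 145 at 4 hr, but by library only 1 of 3 lay above every control at 2 hr and 0 and 0 at the other times, since female control replicate 3, a shallow library, held the reads. The mean CPM at 1 hr was below that of the controls, so a rise at 1 hr is not shown. prel, a lipid transfer protein of the intermembrane space, had 5.30 ± 9.18 CPM in controls and 21.7 ± 25.4, 12.2 ± 3.17 and 17.4 ± 16.5 CPM after TBI (SD, n = 3 each), log2FCs of 2.08, 1.14 and 1.66 (standard errors 1.64, 1.60 and 1.60, adjusted p = 1.00, 0.896 and 0.929 by edgeR's quasi-likelihood test). Genes of mitochondrial dynamics, transport and mitophagy had medians of 0.057, 0.50 and 0.30 in female-labelled libraries (-0.07 at 1 hr with library size as the scaling) and -0.10, 0.0037 and 0.081 in male-labelled ones, with 1 of 14 members higher at each time in the former, 0 lower and 0 adjusted over the list alone (smallest camera adjusted p = 0.290).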

In female flies, a significant increase in transcripts was observed for *Miro* (vital for mitochondrial homeostasis and microtubule-based mitochondrial transport) and *prel* (which contributes to the integrity of mitochondrial structures and the activity of respiratory chain complex IV) (Figure 4A). 

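vimar, the exchange factor for Miro, had 11 reads in the 3 female-labelled control libraries (7.20 ± 8.05 CPM) and 27, 5 and 1 reads at 1, 2 and 4 hr (6.76 ± 11.7, 1.91 ± 1.76 and 0.939 ± 1.63 CPM; SD, n = 3 each). All 27 reads at 1 hr were in replicate 1, and at 4 hr the pooled ratio to control was 0.0474-fold, 95% counting interval 0.00110 to 0.326. In male-labelled libraries vimar had 8 reads in controls and 11, 2 and 3 after TBI, with pooled ratios of 0.133-fold, 95% counting interval 0.0138 to 0.666 at 2 hr and 0.386-fold, 95% counting interval 0.0659 to 1.61 at 4 hr. The gene had too few counts to be tested in any fit.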

Transcripts for *vimar*, a guanine nucleotide exchange factor for *Miro*, were significantly decreased post-TBI. *Vimar* has been previously shown to increase mitochondrial fission in *Drosophila* (65) so change in expression of *vimar* and *miro* post-TBI could be indicative of alteration in mitochondrial dynamics in response to injury. 

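colt, a carnitine carrier, had 19.3 ± 4.22 CPM in female-labelled controls and 38.2 ± 11.0, 88.6 ± 75.5 and 48.7 ± 13.5 CPM at 1, 2 and 4 hr (SD, n = 3 each), with all 3 libraries above every control at each time. Its log2FCs were 0.90, 2.09 and 1.27 (standard errors 0.778, 0.759 and 0.750, adjusted p = 1.00, 0.545 and 0.929 by edgeR's quasi-likelihood test). aralar1, an aspartate and glutamate carrier, had 10.4 ± 12.2 CPM in controls and 33 ± 8.33, 50.3 ± 46.4 and 25.1 ± 12.0 CPM after TBI (SD, n = 3 each), log2FCs of 1.49, 2.02 and 1.05 with 3, 2 and 2 of 3 libraries above every control. The SLC25 carriers were called as higher at 2 hr by camera with its preset correlation and not by fry, with medians of 0.28, 1.05 and 0.76 at 1, 2 and 4 hr (0.41 at 1 hr with bounds; camera adjusted p = 0.195, 0.00580 and 0.221, adjusted p = 0.824 with an estimated correlation at 2 hr). At 2 hr 1 of 11 members was higher and 0 lower, and 0 adjusted over the list alone. The call was lost at an adjusted p of 0.0714 without female control replicate 2 and 0.0660 without female 2 hr replicate 2. In male-labelled libraries the medians were -0.26, 0.037 and -0.63 with no call (camera adjusted p = 0.866, 0.246 and 0.368).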

We also observed a significant increase in transcripts in the SLC25 family of mitochondrial transporters including *colt* and *aralar1*. SLC25 family of transport proteins shuttle metabolites, nucleotides and cofactors across the inner mitochondrial membrane and are essential for energy conversion and cell homeostasis (66). An increase in response to injury in these genes might be mediated through the increase in cellular energy demands for repair of damage sustained by TBI. Additionally, we have observed a significant increase in transcripts for genes involved in the *Drosophila* oxidative phosphorylation system including *Surf1* (involved in the assembly of the mitochondrial respiratory chain Cytochrome Oxidase), *SdhA* and *SdhB* (encoding the iron-sulfur cluster-containing subunit of the succinate dehydrogenase complex, which oxidizes succinate to fumarate) after injury. 

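SdhA, the flavoprotein subunit of succinate dehydrogenase, had 10.2 ± 8.84 CPM in female-labelled controls and 54.1 ± 60.3, 124 ± 104 and 89.5 ± 59.7 CPM at 1, 2 and 4 hr (SD, n = 3 each; log2FCs 2.18, 3.22 and 2.79, standard errors 1.05, 1.06 and 1.05). SdhB, the iron-sulfur subunit, had 24.4 ± 21.3 CPM in controls and 65.3 ± 55.5, 142 ± 89.6 and 128 ± 97.0 CPM after TBI (SD, n = 3 each; log2FCs 1.25, 2.26 and 2.14, standard errors 0.914, 0.914 and 0.911). At 2 hr 3 of 3 libraries lay above every control for both genes (adjusted p = 0.535 for SdhA and 0.580 for SdhB by edgeR's quasi-likelihood test), without female 2 hr replicate 2 with log2FCs of 2.39 and 1.73. Surf1, an assembly factor of complex IV, had 0 reads in controls and 7, 12 and 11 after TBI, too few to test (at least 2.22-fold, at least 2.16-fold and at least 1.91-fold higher). The depth of female control replicate 2 carries most of these bounds, which leave out the counting error of the reads after TBI. Subunits and assembly factors of oxidative phosphorylation did not move as a list, with medians of 0.027, -0.00051 and 0.23 in female-labelled libraries (-0.13, -0.26 and -0.029 with library size as the scaling) and -0.026, 0.065 and -0.25 in male-labelled ones (camera adjusted p = 0.952, 0.499 and 0.159, and 0.864, 0.351 and 0.0767). Of 38 members 0, 4 and 3 were higher in female-labelled libraries, 0 lower, and 0 adjusted over the list alone, SdhA and SdhB among them at 2 hr.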

The oxidative phosphorylation system drives the synthesis of ATP; therefore, it is not surprising to find an increase in gene expression related to this system post-injury to upregulate cell capacity and generate more ATP. In addition, upregulation of genes involved in mitochondrial biogenesis (*mRpS21, mRpS25* and *mRpL43*) also occurs post-TBI. 

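mRpS21, mRpS25 and mRpL43 encode proteins of the mitochondrial ribosome and had 3, 0 and 0 reads in the 3 female-labelled control libraries. mRpS21 had 4.26 ± 7.38, 32.4 ± 25.8 and 27.6 ± 34.0 CPM at 1, 2 and 4 hr (SD, n = 3 each), pooled ratios to control of 5.38-fold, 95% counting interval 1.56 to 28.7, 18.1-fold, 95% counting interval 6.03 to 89.5 and 16.7-fold, 95% counting interval 5.54 to 82.3 in that order. mRpS25 had 1.75 ± 3.04, 13.1 ± 12.8 and 17.8 ± 15.4 CPM (SD, n = 3 each), at least 2.22-fold, at least 6.65-fold and at least 12.2-fold higher than a floor of 3 reads over the controls. Above every control lay 1, 3 and 2 of 3 libraries for mRpS21 and 1, 3 and 2 for mRpS25, and at 1 hr all reads of both genes were in replicate 1. The adjusted p of mRpS25 was 1.00, 0.570 and 0.929 by edgeR's quasi-likelihood test, and in male-labelled libraries neither gene had enough counts to test.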

Mitochondrial biogenesis can be altered as part of a concerted cellular response to metabolic changes that demand more ATP output and increase in functional mitochondria (67). This is important to TBI pathology as mitochondrial dysfunction is associated with increased reactive oxygen species (ROS) production, an effect of mitochondrial dysfunction and contributes to toxicity (68).

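In male-labelled libraries the mitochondrial genes of Figure 4, a selection made on these samples, had medians of 0.26, 0.34 and -0.75 log2 units at 1, 2 and 4 hr over 7 tested members (camera adjusted p = 0.714, 0.221 and 0.305, not called). At an unadjusted p under 0.05 with |log2FC| over 1 the count was 0 at 1 and 2 hr and 1 lower at 4 hr, aralar1, with 0 adjusted over the list alone. aralar1 had 35.8 ± 17.5 CPM in controls and 6.48 ± 5.69 CPM at 4 hr (SD, n = 3 each; log2 fold change -2.004, standard error 0.756, adjusted p = 0.999, 3 of 3 libraries below every control). SdhB had 49.6 ± 20.2 CPM in controls and 63.8 ± 13.3, 41.2 ± 44.9 and 19.1 ± 17.3 CPM after TBI (SD, n = 3 each), with 3 of 3 below every control at 4 hr (log2 fold change -1.07, standard error 0.740, adjusted p = 0.999). The other members had too few counts in male-labelled libraries, whose test could reach fewer genes.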

Similar to the differences seen in immune response between sexes, males have few significant changes for mitochondria related genes (Figure 4B). 

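mRpL55 had 0 reads in the 3 male-labelled control libraries and 11, 21 and 6 at 1, 2 and 4 hr (5.28 ± 2.88, 5.61 ± 9.71 and 5.08 ± 6.00 CPM; SD, n = 3 each). Against a floor of 3 reads over the controls it was at least 1.56-fold, at least 3.72-fold and at least 2.06-fold higher, taking the counted reads as exact. Reads were in 3 of 3 libraries at 1 hr, 1 of 3 at 2 hr (replicate 2) and 2 of 3 at 4 hr. mRpL43 had 4 reads in male-labelled controls (6.46 ± 5.13 CPM, SD, n = 3), 6 at 1 hr, 0 at 2 hr (at most 0.399-fold of control) and 1 at 4 hr (0.257-fold, 95% counting interval 0.00522 to 2.60). Both are proteins of the large subunit of the mitochondrial ribosome and had too few counts to test there. Mitochondrial ribosomal proteins as a list had medians of 0.12, -0.15 and -0.30 in male-labelled libraries, with 1 lower at 1 hr, 1 higher at 2 hr and 2 lower at 4 hr of 41 members, 0 adjusted over the list alone (camera adjusted p = 0.214, 0.972 and 0.339).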

Only two mitochondrial biogenesis genes *mRpL55*, increased transcripts at all time points, and *mRpL43*, decreased transcripts at 2 hr, show differential expression in males. In females *mRpL55* is unchanged while *mRpL43* is upregulated at all time points. *mRpL55* expression was confirmed by qRT-PCR for both sexes (Table S2). This data demonstrates that TBI influences expression of genes involved in mitochondrial activity and oxidative phosphorylation significantly in females at early TBI timepoints with few changes seen in males. 

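In female-labelled libraries mRpL55 had 7.57 ± 6.85 CPM in controls and 11.7 ± 10.3, 11.3 ± 11.4 and 14.8 ± 15.8 CPM at 1, 2 and 4 hr (SD, n = 3 each), log2FCs of 1.06, 0.98 and 1.40 (standard errors 1.70, 1.63 and 1.64, adjusted p = 1.00, 0.908 and 0.929 by edgeR's quasi-likelihood test). mRpL43 had 15 reads at 1 hr, all in replicate 1, 28 at 2 hr, in replicates 2 and 3, and 8 at 4 hr spread over the 3 libraries, where its controls had 0. These are at least 4.75-fold, at least 5.03-fold and at least 1.39-fold higher than the floor of 3 reads, taking the counted reads as exact. The gene was not tested, and with the counting error of 8 reads a rise at 4 hr is not shown. Most of the depth behind that floor is that of female control replicate 2.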

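Tested between the sex labels, which roX1 goes against, the change of SdhB was 3.22 log2 units higher in female-labelled than in male-labelled libraries at 4 hr (standard error 1.24, adjusted p = 0.733 from edgeR's interaction term), a value short of the threshold. The mitochondrial genes of Figure 4, no independent evidence, had median differences of 1.83, 2.33 and 3.16 at 1, 2 and 4 hr (camera adjusted p = 0.00386, 0.000410 and 0.000102, each 0.777 with an estimated correlation), with 1, 3 and 5 of 13 members higher and 0 adjusted over the list alone. The 1 hr call was lost at an adjusted p of 0.0607 without female control replicate 2, 0.565 without female 1 hr replicate 1 and 0.249 without male control replicate 2, and the 2 hr call at 0.0756 without female 2 hr replicate 2. Without male control replicate 2 the medians were 0.15, 0.94 and 1.84, with 0, 0 and 1 members higher, the 1 hr median was -0.11 without female 1 hr replicate 1, and the 2 hr median was 3.97 with 11 members higher without male 2 hr replicate 2. Mitochondrial ribosomal proteins had median differences of 0.0084, 0.70 and 1.34 (camera adjusted p = 0.959, 0.105 and 0.000258, adjusted p = 0.777 with an estimated correlation at 4 hr), 8 of 58 members higher at 4 hr, 0 adjusted over the list alone. The 4 hr call held without any 1 library, with less behind it in 3 cases: a median of 0.98 and 3 members higher without female 4 hr replicate 2 (adjusted p = 0.0285), 0.63 and 1 without male control replicate 2, and 1.41 and 5 without female control replicate 1. Subunits of oxidative phosphorylation had 0.016, 0.10 and 0.38 (camera adjusted p = 0.982, 0.824 and 0.0233, adjusted p = 0.777 with an estimated correlation at 4 hr), the 4 hr call lost in 7 of 24 libraries left out (up to 0.249).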

There is evidence of increased mitochondrial biogenesis 24 hr after TBI in male mice (69), so the disparity in transcription of *mRpL55* and *mRpL43* in male flies is surprising. For both sexes, it is possible that transcription of other biogenesis related genes may increase at later time-points.

### Mitochondrial Stress Is Increased in Response to TBI

Mitochondria play an important role in maintaining cellular energy homeostasis through oxidative phosphorylation system (70). Highly reactive oxygen species are byproducts typically generated during such respiration and metabolism processes (70). In healthy conditions, endogenous antioxidants like superoxide dismutase and glutathione molecules inhibit production of ROS (71). Under physiological stress conditions such as brain injury, ROS production increases dramatically causing significant cell damage (72). Impaired mitochondrial function as a result of excessive ROS is also seen in neurodegenerative diseases like Alzheimer's, Parkinson's, Huntington's, and tauopathies (73, 74). Mitochondrial dysfunction coupled with increased ROS and decreased ATP production is commonly seen in secondary damage to TBI (17). Thus, monitoring mitochondrial turnover is important considering its essential role in health and disease.

To assess mitochondrial health *in vivo*, we made use of the *MitoTimer* reporter gene (75, 76). *MitoTimer* encodes a DsRed mutant (DsRed-E5) that fluoresces green when mitochondria are newly synthesized and shifts irreversibly to red upon oxidation (75). The maturation from green to red is unaffected by pH, ionic strength or protein concentration, but is affected by light, temperature and oxygen exposure (77). In this study, we expressed *UAS-MitoTimer* using the pan-neural driver *elav-Gal4* and measured fluorescence at control and TBI conditions. The ratio of red/green fluorescence intensity is a measure of mitochondrial stress (76). For both sexes, we observed no change in mitochondrial oxidation after 1 hr of injury (Figure 5, Figure S1). We saw a significant increase in red/green ratio after 2 and 4 hr of injury in females (Figure 5A, Figure S1A) whereas males show significant change only after 4 hr (Figure 5B, Figure S1B). Although this indicates increased mitochondrial turnover and oxidation in both sexes, it also suggests a delayed response in males. In a previous study, we have also shown significant increase in COX activity and decrease in ATP production 24 hr after TBI (33).

**Figure 5:**
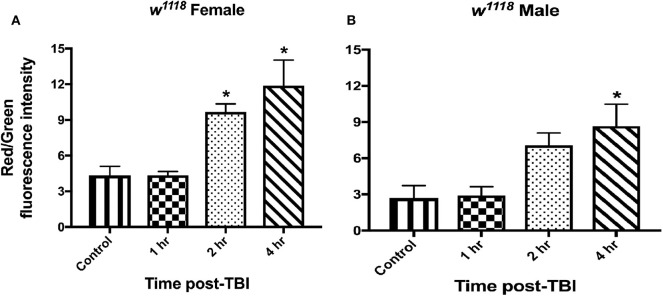
Mitochondrial stress increases in both sexes after injury. Measurement of mitochondrial oxidation in female **(A)** and male **(B)** flies at control and 1, 2, and 4-hr post-injury using the *UAS-MitoTimer* reporter shows increased oxidation after injury. In both sexes, mitochondrial oxidation is significantly (*p < 0.05; One-way ANOVA with Dunnett test) increased post-TBI. Overall, males show lower levels of red/green fluorescence intensity ratio than females at each time-point. For each condition, 3 replicates of 10 brains each were assessed and mean ± SEM were plotted.

### TBI Impairs Locomotor Activity and Climbing Ability in *Drosophila*

Behavioral effects like loss of motor skills, coordination, and balance impairment are commonly observed post-TBI in experimental models and also in clinical patients (25). Mild TBI in mice is shown to alter diurnal locomotor activity and response to light (78). A comparison of mobility in people who suffered a moderate to severe TBI compared to controls suggests that even if TBI patients seem to have generally recovered their locomotor abilities, deficits can persist (79). Flies also exhibit ataxia and incapacitation not attributable to damaged legs and wings after injury (27). To assess the extent of injury in movement behavior after TBI, we analyzed climbing ability and locomotor activity at control and TBI conditions for both male and female flies (Figure 6). The climbing assay employs tapping of the vials to cluster flies at the bottom, thus subjecting them to a mechanical stimulus which has a rapid kinetic effect on flies. Locomotion behavior, however, assesses motor coordination in the absence of a stimulus and climbing-independent movement.

**Figure 6:**
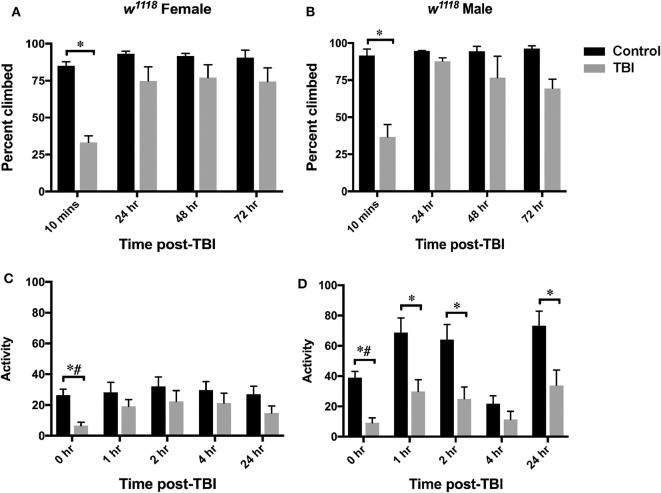
Motor function is affected after injury in both sexes. Plots show defects in climbing ability (top-panel) and locomotor activity (bottom-panel) in females **(A,C)** and males **(B,D)** after TBI. Climbing ability is indicated as percent climbed for an average of 3 replicates (20 flies per replicate) and assessed at control, 10 min, 24-, 48-, and 72- h after injury. Significant decrease in percent climbed is observed for both sexes at 10 min after injury (*p* < 0.05 from mixed design ANOVA with Tukey). Locomotor activity at control, 1-, 2-, 4-, and 24-hr post-injury is shown as an average of activity for at least 20 flies in each group. A significant decrease in locomotor activity is observed for both sexes after TBI (*p < 0.05 from LSD and ^#^*p* < 0.05 from Bonferroni).

Normally, when stimulated by tapping to the bottom of the vial, flies rapidly climb to the top and stay there. This behavior in *Drosophila* is called negative geotactic response and has been studied in fly models of neurodegeneration to identify molecules involved in fine motor control (80). We used a climbing assay to assess defects in this response after injury by tapping them to the bottom of vial and recording the number of flies that cross 70% height of the vial in 15 sec. We observed a significant decrease (mixed design ANOVA with Tukey) in climbing ability only at 10 min after injury for both females (Figure 6A) and males (Figure 6B) implying similar recovery in climbing ability for both sexes (Figures 6A,B).

Locomotor activity was assessed in flies using the Drosophila activity monitoring system (TriKinetics Inc., Waltham, MA). Adult flies were placed in monitors immediately after being inflicted with brain injury and activity data was collected for 48 hr. We observed a significant decrease in activity in both sexes immediately after TBI at 0 hr (repeated measures ANOVA with LSD and Bonferroni) (Figure 6, Figure S2). Females show some recovery starting at 1 hr and continuing through 24 hr (Figure 6C, Figure S2A), but males have significantly decreased activity up to 24 hr (only with LSD comparison) (Figure 6D, Figure S2B). Overall, females have lower locomotor activity than males at all time-points including control flies. We saw no change after 24 hr (data not shown).

These data suggest that although both sexes exhibit motor defects in response to TBI, females show faster recovery than males.

## Discussion

Sex as a confounding biological variable to TBI outcome has not been widely considered in previous transcriptomic studies (81–85). In flies, genome-wide mRNA expression profiles were studied in whole male flies to compare age and diet related mechanisms that contribute to injuries after TBI (27, 29) and transcriptional changes at 1-, 3-, and 7-days post-injury in whole heads using Translating Ribosome Affinity Purification and Sequencing (TRAP-seq) (30). We have also previously shown selective intron retention in genes associated with tricarboxylic acid (TCA) cycle 24 hr post-TBI in whole heads from male and female flies pooled together after 1- or 2-strikes (27, 33). Since the *Drosophila* brain occupies only a very small part of the head, about 14% dry weight (86), the previous whole head studies may include transcript information derived from non-brain tissue (30, 33). In this present study, 3′ mRNA libraries were constructed from isolated adult male and female brains before and after TBI to examine sex dependent outcomes post-injury in the fly brain (27). Our results suggest that, overall, *Drosophila* females exhibit stronger gene expression changes in response to TBI than males. 

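Of the genes with the smallest p for a sex difference in the change, CG31075, an aldehyde dehydrogenase, had 0 reads in female-labelled controls and 22.2 ± 21.9, 35.2 ± 43.8 and 31.0 ± 27.8 CPM at 1, 2 and 4 hr (SD, n = 3 each; at least 20.3-fold, at least 18.5-fold and at least 19.8-fold higher than a floor of 3 reads over the controls). In male-labelled controls it had 73.9 ± 116 CPM, of which replicate 2 held 207 CPM. nom had 0 reads in female-labelled controls and 16.4 ± 10.2 CPM in male-labelled controls (SD, n = 3), and in female-labelled libraries was at least 8.98-fold and at least 6.25-fold higher than that floor at 2 and 4 hr. CG1677 went the other way at 1 hr, from 88.2 ± 9.56 to 32.2 ± 7.11 CPM in female-labelled and from 43.1 ± 27.5 to 82.7 ± 6.56 CPM in male-labelled libraries (SD, n = 3 each), a difference of -2.26 (standard error 0.652, adjusted p = 1.00 from edgeR's interaction term). None of these differences passed the threshold, and the sex labels are those that roX1 goes against.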

Although we see sex differences in gene transcription, the cause remains unclear. The presence of metabolic tissues or sex-specific gene expression could be potential factors for these differences and require further study. We also assessed motor function and mitochondrial health in both sexes after injury and observed that although both sexes show motor defects and increased mitochondrial oxidation, males exhibit subtle changes in both the number of altered transcripts and magnitude of differential gene expression post-injury than females.

### *Drosophila* Males Show Weaker Immune Response After TBI

Immune response to injury in the brain is a key mediator in recovery, and progressive impairments become apparent when compromised (20, 87). Many groups have reported activation of neuroinflammatory response after TBI, which is also recognized as a key player in recovery (88, 89) but very few studies have reported sex divergence of TBI-mediated neuroinflammation. In humans, gender-differences in immunity are well-established (90, 91) as seen from the fact that females produce more severe immune reactions and have a higher incidence of autoimmune diseases, which may result from the influence of sex hormones on the immune system (92). In *Drosophila* too, dichotomy between the sexes in the gene mRNA levels of the antifungal genes *Drs* and *Mtk* has previously been observed (90). 

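In male-labelled libraries the Toll and Imd components had median log2FCs of -0.08, -0.004 and -0.11 at 1, 2 and 4 hr, the last 2 positive with library size as the scaling (0.027 and 0.085), and the list was not called (camera adjusted p = 0.799, 0.653 and 0.493). Of 18 tested members 0, 0 and 0 were higher and 0, 1 and 0 lower at an unadjusted p under 0.05 with |log2FC| over 1, with 0 adjusted over the list alone. spz, the ligand of the Toll receptor, had 28.0 ± 24.9 CPM in male-labelled controls and 21.0 ± 4.84 CPM at 2 hr, and 51.6 ± 49.1 and 83.9 ± 83.3 CPM in female-labelled libraries (SD, n = 3 each), with log2FCs of -0.75 and 0.85 (standard errors 0.581 and 1.00, adjusted p = 1.00 and 0.887 by edgeR's quasi-likelihood test). The difference between those changes was 1.64 (standard error 1.25, adjusted p = 0.850 from the interaction term), with sex as labelled and against the counts of roX1.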

In our study, we saw upregulation of several genes involved in Toll and Imd pathways in females with no significant changes observed in males (Figure 3). Several of the genes implicated in the Toll pathway have increased transcripts in females but no change in males. 

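GNBP3, a recognition protein for fungal glucans above Toll, had 3 reads in female-labelled controls and 8.45 ± 11.1, 44.5 ± 67.9 and 12.0 ± 1.10 CPM at 1, 2 and 4 hr (SD, n = 3 each; 23.0-fold, 95% counting interval 7.69 to 113 at 2 hr), and too few counts to test in male-labelled libraries. nec, a serpin that holds the Toll pathway back, had 169 ± 28.6 CPM in female-labelled controls and 463 ± 434 CPM at 2 hr (SD, n = 3 each; log2 fold change 1.40, standard error 0.645, adjusted p = 0.683, 2 of 3 libraries above every control by edgeR's quasi-likelihood fit).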

Transcripts of other immune response genes (*Def, Attacins, Cecropins*) that are seen to be increased in females in our model, were also seen to be higher in males from a *Drosophila* closed head injury model 1 and 3- days post-injury (30). Since we observed no transcriptional changes in males up to 4 hr after injury, one possible explanation which would require future study is that the immune response to injury in *Drosophila* males is not as immediate as in females. It is also important to consider that some of the immune effects could result from the sex-dependent response to full body trauma.

### Bimodal Activation of Immune Response After TBI

The neuroinflammatory reaction that follows TBI is a result of the interactions between several immune pathways (48). 

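imd had 13.6 ± 16.4 CPM in female-labelled controls and 24.9 ± 14.9, 71.3 ± 86.1 and 19.2 ± 12.6 CPM at 1, 2 and 4 hr (SD, n = 3 each), with log2FCs of 0.81, 2.14 and 0.34 (standard errors 1.10, 1.08 and 1.06) and 1 of 3 libraries above every control at 2 hr. For Rel the log2FCs were 1.03, 2.42 and 0.60 (standard errors 0.986, 1.01 and 0.975), with 1 of 3 libraries above every control at 2 hr. Between 1 and 2 hr the log2FC was 4.58 for Mtk, 2.33 for Drs, 4.26 for CecC, 1.33 for imd and 1.39 for Rel, and between 2 and 4 hr -3.54, -0.74, -3.24, -1.80 and -1.81. None of these passed the threshold by edgeR's quasi-likelihood test (adjusted p = 0.759 for imd and 0.607 for Rel at 2 hr). Without female 2 hr replicate 2 the 2 hr log2FC of imd was 0.53 and that of Rel -0.049.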

Here, we observed significantly increased transcripts only at 2 hr for *Mtk, Drs, CecC, imd*, and *Rel* in females (Figure 3). It is not known whether the expression profile of these genes continues to remain unchanged after 4 hr or another elevated response would be observed in additional timepoints. Considering that there are several immune genes changed only in females after injury, it is possible that the immune response in females is induced immediately after trauma and plateaus within a few hours. In males, however, it is likely that the response initiates after a few hours and continues to remain upregulated for a few days post-trauma, as seen in a male mouse model of controlled cortical impact where microglia decreased 1 day after injury and increased at 1 and 2 weeks post-injury (93). In general, immune response is intended to promote neuroprotection and recovery, but when dysregulation arises, it can become maladaptive (94). Therefore, it is important to better understand the timing and dynamic changes in immune response after TBI. Altogether, our results show that the immune response in female and male *Drosophila* are not identical and result from complex interplay of many factors including a phasic change in gene expression.

### Sex-Differences in Mitochondrial Gene Expression in Response to TBI

It is becoming increasingly apparent that mitochondrial metabolism is also sexually dimorphic (95). Sex specificities in mitochondrial biogenesis, ATP production, oxidative phosphorylation activities, oxygen consumption, ROS production and calcium uptake have been observed in different tissues from rodents and humans (96–99). 

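Between the sex labels, which roX1 goes against, the change of SdhA was 1.83, 2.41 and 3.33 log2 units higher in female-labelled libraries at 1, 2 and 4 hr (standard errors 1.45, 1.43 and 1.51, adjusted p = 1.00, 0.850 and 0.743 from edgeR's interaction term). For aralar1 the differences were 2.22, 2.25 and 3.08 (standard errors 1.17, 1.15 and 1.24, adjusted p = 1.00, 0.850 and 0.733). SLC25 carriers as a list had median differences of 0.55, 1.04 and 1.26 and were not called (camera adjusted p = 0.299, 0.105 and 0.105), with 3 of 10 members higher at 4 hr, 0 lower and 0 adjusted over the list alone. In male-labelled libraries SdhA had 30.6 ± 32.3 CPM in controls and 45.2 ± 5.76, 58.7 ± 79.8 and 22.4 ± 4.89 CPM at 1, 2 and 4 hr (SD, n = 3 each), with replicate 2 of the 2 hr group at 151 CPM.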

In our analysis, we observed higher transcription of genes involved in oxidative phosphorylation, mitochondrial protein transporters, and mitochondrial translation in females than males after injury (Figure 4). 

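Between uninjured controls of the sex labels, which roX1 goes against, no gene passed the threshold by edgeR's quasi-likelihood test, DESeq2 or limma-voom. In female-labelled controls 26 genes were higher and 81 lower at an unadjusted p under 0.05 with |log2FC| over 1, with 34 and 217 without female control replicate 1, 120 and 148 without male control replicate 1 and 12 and 57 without male control replicate 2. The mitochondrial genes of Figure 4, which were chosen on these samples, were lower in female-labelled controls, with a median log2FC of -1.41 over 13 members, 1 of them lower, 0 higher and 0 adjusted over the list alone (camera adjusted p = 0.00381, adjusted p = 0.941 with an estimated correlation). The call was lost at an adjusted p of 0.255 without female control replicate 2 and 0.736 without male control replicate 2, where the median was -0.023. Toll and Imd components were also lower, with a median of -0.19 and 2 of 24 members lower, 0 higher and 1 adjusted over the list alone, grass (camera adjusted p = 0.0234, adjusted p = 0.941 with an estimated correlation), a call lost at an adjusted p of 0.590 without female control replicate 2, 0.0576 without male control replicate 1, 0.0809 without male control replicate 2 and 0.0554 without male control replicate 3. The immune peptides had a median of -0.35 and mitochondrial ribosomal proteins -0.48, neither called (camera adjusted p = 0.479 and 0.818). Cyp6g1, a detoxifying cytochrome P450, had 14.2 ± 12.4 CPM in female-labelled and 72.5 ± 45.7 CPM in male-labelled controls (SD, n = 3 each; log2 fold change -2.005, standard error 0.806, adjusted p = 1.00, 3 of 3 female-labelled libraries below every male-labelled one).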

At baseline, the expression of several genes is similar in both sexes, but transcription levels exhibit diverse changes in response to injury. These findings match reports in a pediatric TBI model of rats, where mitochondrial activity is higher in females after injury (100). However, we did observe significant upregulation in mitochondrial turnover in both sexes (Figure 5, Figure S1), indicating gender similarities in clearance of damaged mitochondria. In the incidence of stroke and neurodegenerative diseases, sex differences in mitochondrial protective effects of estrogen were also identified (101). Although, it has not been extensively studied in *Drosophila*, the possibility of sex-specific genes regulating hormones which in turn influence the response to brain injury cannot be ruled out. Emerging evidence also suggests that mitochondria provide a platform for signaling pathways involved in immune response mainly through transcriptional regulation of inflammatory chemokines/cytokines and their maturation of inflammasomes (102, 103). It is, therefore, not surprising that females show increased transcript levels of mitochondrial and immune genes in response to TBI in our study. It is, however, yet to be established, what sex-specific genes or hormones contribute to a possible delayed response in males but an immediate response in females.

### Behavioral Defects Differ Between Males and Females After Injury

Individuals with traumatic brain injury often experience lasting locomotor deficits and impaired motor coordination (79). Sexual dimorphism in locomotor activity of *D. melanogaster* has been widely studied (104–106). We also observed activity differences in our study where male flies exhibit reduced locomotion, but females do not show similar changes post-injury (Figure 6, Figure S2). This disparity in recovery after TBI suggests that impairments cannot be fully attributed to physical damages but may also involve sex-specific gene changes. 

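Tip60, a histone acetyltransferase, had 0 reads in the 3 female-labelled control libraries and 17, 13 and 29 reads at 1, 2 and 4 hr (10.4 ± 5.69, 3.60 ± 4.81 and 9.72 ± 3.12 CPM; SD, n = 3 each). Against a floor of 3 reads over the controls these were at least 5.38-fold, at least 2.33-fold and at least 5.04-fold higher, with reads in 3 of 3, 2 of 3 and 3 of 3 libraries. That floor rests largely on female control replicate 2, since replicates 1 and 3 can have lain at up to 11.9 and 46.4 CPM without a read. Male-labelled libraries held 9 reads of Tip60 in controls and 7, 32 and 2 after TBI (10.8 ± 6.66 CPM in controls, SD, n = 3; 0.229-fold, 95% counting interval 0.0240 to 1.10, at 4 hr). Its counts were too few for a test in any fit, and the difference between the sex labels was not tested.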

Interestingly, we observed significant increase in *Tip60* transcripts after injury in females. In a *Drosophila* model of Alzheimer's, increasing levels of *Tip60* histone acetyltransferase rescued axonal transport and larval motor function defects (107). Therefore, it is possible that certain locomotor or movement associated gene changes in females are protective and contribute toward faster recovery than males.

## Conclusion

In this study, we looked at changes in gene expression and motor function in response to TBI in *w*^1118^ male and female flies fed standard diet. In summary, we found an effect of biological sex on brain injury response and outcome. 

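By library, the immune peptides and immune-induced peptides of female 2 hr replicate 2 had a median log2 ratio to the mean of the female-labelled controls of 6.63, with 23 of 23 members higher and 0 lower. Replicates 1 and 3 had medians of 0.74 and 1.92, each with 20 members higher and 2 lower. Listericin, a peptide against intracellular bacteria, had 123 ± 31.1 CPM in controls and 257 ± 144, 707 ± 708 and 595 ± 394 CPM at 1, 2 and 4 hr (SD, n = 3 each), with log2FCs of 1.07, 2.45 and 2.25 and adjusted p = 1.00, 0.520 and 0.929 by edgeR's quasi-likelihood test. DptB, a diptericin, had 1 read in controls, 3 at 1 hr, 2989 at 2 hr and 150 at 4 hr, of which replicate 2 gave 3063 CPM at 2 hr and replicate 3 126 CPM at 4 hr. The pooled ratio of DptB to control was 78.2-fold, 95% counting interval 13.8 to 3108 at 4 hr.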

Throughout post-TBI assessment, we saw elevated immune genes with peak transcript levels occurring at 2 hr post-TBI in females. Our findings offer insights into the complexities of the different outcomes of brain injury that can be further explored in the development of treatment and management strategies to improve outcomes.

## Data Availability Statement

Gene expression data are available in the GEO database under accession number GSE140663. Table S1 contains gene ontology analyses for significant gene transcription changes.

## Author Contributions

DR and KG are senior authors and conceived the project. ES and KG conceptualized the content. ES performed the data analysis and wrote the manuscript. KG edited the manuscript and assisted with data analysis.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Figure S1 Individual data points for MitoTimer assay. Plots show individual data points for MitoTimer reporter assay for females **(A)** and males **(B)** at control and 1, 2, and 4 hr post-TBI. Three replicates of 10 brains each were assessed for every time-point and mean ± SEM were plotted.

Figure S2 Individual data points for locomotor activity. Plots show individual data points for locomotor activity for females **(A)** and males **(B)** at control and 1, 2, 4, and 24 hr post-TBI (*n* > 20). Each data point represents average activity of the fly in the 30-min bin before the specified time-point.

Table S1 Gene Ontology tables for males and females.

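Table S1 lists gene ontology terms for each sex and time, one sheet per comparison. Each term comes with the number and share of submitted genes it holds, their symbols (Yp1 and Yp2, yolk proteins, under reproduction at 1 hr in females), the fold enrichment and a p from DAVID, raw and adjusted over terms. Terms share genes, so neighbouring terms are not independent of each other. No enrichment of gene ontology terms was run here. Lists of genes fixed by name, such as the immune peptides with Mtk and Drs among them, were tested in its place.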

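Table S2 sets sequencing at 2 hr beside qRT-PCR on RNA pooled from several brains, with RpL32 as the reference gene, for Drs, DptB, Mtk and mRpL55, and lists AttA as not determined. The qRT-PCR values are ratios to control on a linear scale, and the sequencing values are on the log2 scale. In males and females the PCR ratios were 5.71 and 2.80 for Mtk, 17.65 and 13.68 for DptB, 1115.90 and 2.59 for mRpL55 and 1.23 and 3.77 for Drs. For Mtk and DptB the PCR ratio was thus higher in males. The paper's sequencing values were higher in females, 4.79 against 0.20 for Mtk and 9.51 against 3.36 for DptB. In the deposited counts Mtk had a log2FC of 0.14 at 2 hr in male-labelled libraries (standard error 0.281, adjusted p = 1.00 by edgeR's quasi-likelihood test, 1 of 3 libraries above every control), with 133 ± 28.6 CPM (SD, n = 3). DptB had a pooled ratio of 1611-fold, 95% counting interval 289 to 63640 in female-labelled libraries, with most of its 2 hr reads in replicate 2. In male-labelled libraries it had 0 reads in controls and 5 at 2 hr, too few for a fold. The PCR on pooled brains was not analysed here.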

Table S2 qRT-PCR data for select genes.

How the deposited data were processed for this re-analysis (not part of the article)

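Transcript levels were measured in 24 libraries of single fly brains, from uninjured flies and flies struck 1, 2 or 4 hr earlier, 3 libraries per time and sex label. The authors' deposited table holds the read count of 16995 genes in each library, with no scaling. The paper and the submitters' notes name QuantSeq 3′ FWD libraries, 50 bp reads from a single NovaSeq lane, CASAVA 1.8.2, STAR 2.4, the dm3 build and HTSeq. HTSeq's version, its annotation and its strand setting are not given in the sources used here. The authors deposited 6 comparison tables made with edgeR 3.22.3, each with a log2 fold change, an average log2 level, a likelihood ratio score, a p-value and an adjusted p-value for every gene, with no filter on low counts. All values here were computed from the deposited counts, and the authors' p-values were used only for the tallies set beside them.

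Changes were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM scaling and the filterByExpr rule, with a mean for each group and no replicate block. The comparisons with control and between times used the 12 libraries of a sex label. The sex differences in the change and the comparison of controls used all 24. A gene counted as changed at an adjusted p under 0.05 (Benjamini-Hochberg) with |log2FC| over 1. Pooled read ratios carry a 95% counting interval, and a group without a read was set to a floor of 3 reads over the group. Bounds from that floor take the reads of the other group as counted, without their counting error. In female-labelled controls most pooled counts are those of replicate 2, so folds and bounds against them rest largely on that library. Replicate numbers have no stated meaning in the sources used here. In the data, deviations of same-numbered libraries from their group means were correlated. The correlation was above 0.1 in all 3 pairs for male 1 hr and control (0.106 to 0.341), male 2 hr and control (0.164 to 0.532) and female 4 hr and 2 hr (0.128 to 0.605). It was so too for male 1 hr and 2 hr (0.150 to 0.409), which were not compared with each other, and for no other 2 groups of a sex label. Only for female 2 hr and 4 hr did each library correlate best with its own number, so a pairing is not shown for the male-labelled groups. Total counts ran from 46943 to 1769669, so that 3 counts were worth 2.03 to 51.2 CPM. Gene lists were tested with limma 3.58.1, by camera on voom values with a correlation of 0.01 and again with an estimated correlation, and by fry. Adjustment ran over all lists and the 6 comparisons with control, and in the same way over the sex differences and the other comparisons. Permutation tests were run in R, and summaries used Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

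The groups, the tests, the 30 lists, the alternatives and the rule for naming genes were set before the data were examined, except where the text says otherwise. Named genes are those the paper names in its results, its discussion, Figures 3 and 4 and Table S2, whose values in the paper had been seen. For each comparison with control and each sex difference they are also the 6 largest log2FCs each way among genes past the threshold with groups that do not overlap, or the 5 smallest p where fewer than 6 passed, given as values. Up to 4 members of each described list with the smallest p, and the sex check genes, complete the rule. Alternatives were DESeq2 1.42.0, limma-voom with sample weights, edgeR's exact test, RLE size factors, library size alone, other filters and thresholds, equal depth, other sets of libraries in the fit, a replicate block, and each library left out in turn. edgeR's likelihood ratio test on all libraries, 2 exclusions of libraries, the exclusion of MRE16 and limma-voom at equal weights were added after the data had been seen. The lists cover immune peptides and pathways, stress responses, mitochondria, ribosomes, cell types and tissues, clock and feeding genes, and the genes of Figures 3 and 4. The tests were tried first on simulated counts with 200 changed genes. Gene symbols were matched to the reference, which was used for names only: 13166 symbols matched Ensembl names and 16925 RefSeq symbols or synonyms. The qRT-PCR, MitoTimer, climbing and locomotion data were not analysed here.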

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

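The tests that weigh the 3 patterns at the end of this part were chosen only after those results were seen, while the list tests and the splits of the libraries were set beforehand. Several lists stand out because their change differed between the sex labels, tested as an interaction in 24 libraries, with labels that roX1 goes against. At 1 hr these were the Toll and Imd components (camera adjusted p = 0.0406) and the mitochondrial genes of Figure 4 (0.00386), both higher in female-labelled libraries. At 2 hr they were the immune peptides (1.63e-07), Toll and Imd components (0.00126), the genes of Figure 3 (9.58e-05) and of Figure 4 (0.000410), photoreceptor genes (0.0150) and cytoplasmic ribosomal proteins (8.58e-08), all higher, and neuronal markers (0.0131), lower. At 4 hr they were the immune peptides (0.0224), the genes of Figure 3 (0.0224) and of Figure 4 (0.000102), oxidative phosphorylation (0.0233), mitochondrial ribosomal proteins (0.000258) and cytoplasmic ribosomal proteins (8.5e-08), all higher. With an estimated correlation none passed (adjusted p = 0.777 or higher), and the Figure 3 and 4 lists were picked by the study on these samples.

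For the lists whose sex difference no passage describes, the median difference was -0.84 for neuronal markers at 2 hr (15 of 19 members negative, 0 past an unadjusted p of 0.05) and 0.91 for photoreceptor genes at 2 hr (16 of 19 positive, 1 higher). For cytoplasmic ribosomal proteins it was 0.85 at 2 hr and 0.92 at 4 hr, with 17 and 17 of 82 members higher at an unadjusted p under 0.05 with |log2FC| over 1, 0 lower and 0 adjusted over the list alone, calls that held without any 1 library although their size did not. At 2 hr the median was 0.45 with 0 members higher without female 2 hr replicate 2 (adjusted p = 0.0256) and 0.53 with 2 without male control replicate 2, and at 4 hr it was 0.64 with 3 without female 4 hr replicate 2 (adjusted p = 0.000128) and 0.55 with 0 without male control replicate 2. Over all single libraries left out, 0 to 33 members were higher at 2 hr and 0 to 32 at 4 hr. The neuronal call was lost without female 2 hr replicate 2 (adjusted p = 0.293, median -0.31). The photoreceptor call was lost at an adjusted p of 0.580 without female control replicate 2, 0.171 without female 2 hr replicate 3, 0.262 without male control replicate 1, 0.0595 without male control replicate 3 and 0.0607 without male 2 hr replicate 1.

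Drs and mRpL43 stand out because every library of one sex label lay above its controls and every library of the other below, a difference that was not tested as such for mRpL43 and that edgeR's interaction term did not call for Drs. Drs averaged 2379 CPM at 2 hr in female-labelled libraries, and mRpL43 2.73 CPM at 4 hr, from 8 reads. For mRpL43 the male side rests on 4 reads in controls and 1 at 4 hr, and that read's 1.78 CPM against 1.82 CPM in the lowest control, also 1 read, is a difference of depth, so a fall in male-labelled libraries is not shown. Other lists stand out although their genes are outside those the paper discusses: photoreceptor genes at 2 hr (2.05e-06, camera adjusted p here and below) and cytoplasmic ribosomal proteins at 2 hr (1.2e-07) and 4 hr (4.96e-06), higher in female-labelled libraries, where the paper's Table 1 lists ribosomal proteins as a category at both times without naming the genes. In male-labelled libraries they were photoreceptor genes at 1 hr (0.00280) and 2 hr (2.47e-05), the sex check genes at 1 hr (0.00444), all higher, and cytoplasmic ribosomal proteins at 4 hr (0.000118), lower. The adjusted p of each was 0.824 with an estimated correlation. roX1, which the paper does not report, had a median of 879 CPM in 10 female-labelled libraries.

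No gene passed the threshold by edgeR's quasi-likelihood test in any of the 12 comparisons, and other splits of the same libraries were run for each. For the 9 comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05: the real value was 0 and all 10 splits reached it. The highest other split had 0 genes except in the male 2 hr comparison, where 820 genes passed with male control replicate 1 and male 2 hr replicates 1 and 3 set against the rest, which points to a structure of the samples. For the 3 sex differences the real value was 0 too, which every split reaches (40 of 40), so these splits decide nothing; the highest other split had 0, 150 and 0 genes at 1, 2 and 4 hr. At an unadjusted p under 0.05 with |log2FC| over 1, the real split and the highest other were 98 and 179, 422 and 410, and 301 and 470 genes at 1, 2 and 4 hr in female-labelled libraries. They were 41 and 144, 79 and 1159, and 59 and 287 in male-labelled ones, 94 and 551, 297 and 1283, and 347 and 679 for the sex differences, 107 and 211 between controls, and 132 and 923 and 92 and 973 for 2 hr against 1 hr and 4 hr against 2 hr. As many genes as in the real split came in 21, 19 and 5 of 40 splits for the sex differences at 1, 2 and 4 hr, so chance cannot be excluded for these numbers. All 3 same-numbered pairs correlated above 0.1 for male 1 hr and 2 hr against control and female 4 hr against 2 hr, though a pairing is not shown for the males. In these comparisons the highest of the 3 other splits that part all 3 pairs had 0 genes past the threshold and 49, 126 and 126 at an unadjusted p. The 6 splits that part 1 pair had 0, 820 and 0 at most and 15 to 144, 86 to 1159 and 174 to 973. DESeq2 called 25 genes at 2 hr in female-labelled libraries and 4 for the 2 hr sex difference, and limma-voom called 0 throughout.

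In female 2 hr replicate 2 the immune peptides lay at a median log2 ratio of 5.87 (lower quartile 4.49) to the other female-labelled libraries. A lower share of neuronal RNA would raise the markers of every other cell type alike, and the tables argue against it as the whole source: neuronal markers lay at -2.60, but the highest median among glia, photoreceptors, muscle and haemocytes was 0.687, with glia at 0.37 and muscle at -1.30. RNA of fat body, which dissection of the brain should remove, cannot be told apart: its 7 genes other than yolk proteins had a median of 0.20 with quartiles of -0.98 and 4.54, apolpp (1333 CPM) and Lsp2 (544 CPM) low but fit (166 CPM) and Lsd-1 (1784 CPM) high; 10 fat body genes have counts enough to test in these brains, and Yp1, Yp2 and Yp3 are in the sex check list too. A response to TBI at 2 hr also stays open, since the other 2 hr libraries had medians of -0.14 and 1.17, above the controls (-1.77 to -0.38) and within the range of 1 hr and 4 hr libraries (-1.25 to 1.31). Female 2 hr replicate 2 also differs from its controls in roX1, at 6.20 CPM where 10 female-labelled libraries, the controls among them, lay at 722 to 1261 CPM. Whether that difference bears on the immune peptides was not tested and cannot be told apart here.

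In 10 of 12 female-labelled libraries roX1 stood at the level of the male-labelled ones. roX2 did so in the same 10, at 117 to 170 CPM against 89.6 to 182 CPM in male-labelled libraries. An exchange of female and male labels needs partners without roX1 among the male-labelled libraries, whose lowest value was 714 CPM, and so is argued against. Reads moved between libraries on the shared lane are argued against too: they would carry the immune peptides, 60.5% of whose pooled level lies in 1 library, as far as roX1, but the highest ratio of these peptides to the pool was 0.639 and the lowest of roX1 0.838. RNA of male flies in the female-labelled libraries cannot be told apart, because no library of known sex is at hand and the yolk protein gene Yp1 had a median of 1700 CPM in male-labelled libraries as well. A wrong label on single flies was not tested, and no biological explanation was.

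In female-labelled libraries more genes were higher than lower at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. limma-voom did not show this excess, with 53.5%, 48.6% and 51.0% higher at 1, 2 and 4 hr with sample weights, which are lowest for female 2 hr replicate 2 (0.0874) and 4 hr replicate 2 (0.126), and 52.3%, 52.9% and 41.4% with equal weights. A single library as its source cannot be told apart, because the tests go apart without the library that held the highest value of most such genes. At 1 hr 36.4% were higher without replicate 1 by edgeR and 98.0% by limma-voom with equal weights, and without replicate 2 of the time 97.1% and 94.4% were higher at 2 and 4 hr by edgeR, 84.6% and 79.4% with equal weights and 53.3% and 53.2% with sample weights. Genes with a count numbered 6540 in female control replicate 2 (1193051 counts in all). They numbered 6121 in female 2 hr replicate 2 (1527109) and 6372 in 4 hr replicate 2 (1769669), against 8104 (1411248) and 8061 (1341672) in replicate 3 of those groups. Few genes detected in female control replicate 2 cannot be told apart either, with 80.6% or more higher without it at each time by edgeR and 3.08% or less by limma-voom with equal weights. The number of genes at 2 hr does depend on female 2 hr replicate 2, with 102 genes without it against 422, 791 without replicate 1 and 425 without replicate 3. A response to TBI stays open, because another split of the 6 libraries of the 4 hr comparison gave 470 genes against 301.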

How the results depend on the processing

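edgeR's likelihood ratio test, the fits without female 2 hr and 4 hr replicate 2 or without libraries under 100000 counts, the fit without MRE16 and limma-voom at equal weights were chosen only after the results were seen. In all 12 comparisons the count by edgeR's quasi-likelihood test was 0, and it was 0 as well with limma-voom at equal weights, RLE size factors, library size alone, only the groups compared, a mean count of 20, no fold limit, equal depth, limma-voom with sample weights, and the fits without those libraries or MRE16. Where an alternative moved a count, the cause was not tested. DESeq2 gave 25 genes at 2 hr in female-labelled libraries and 4 for the 2 hr sex difference, edgeR's exact test on the groups alone 1 and a fit of all 24 samples 9 at 2 hr in female-labelled libraries, and each gave 0 in the other comparisons it was run for, which leave out the sex differences for the exact test and, as they use 24 samples already, the sex differences and the controls for the fit of 24. Without a filter there were 2, 95 and 13 genes at 1, 2 and 4 hr in female-labelled and 0, 1 and 7 in male-labelled libraries, 0, 27 and 6 for the sex differences, 1 between controls, and 32 and 25 for 2 hr against 1 hr and 4 hr against 2 hr.

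An unadjusted p under 0.05 with the fold limit gave, in the same order, 98, 422 and 301, 41, 79 and 59, 94, 297 and 347, 107, and 132 and 92 genes. edgeR's exact test without a filter at an unadjusted p, not run for the sex differences, gave 218, 578 and 500, 203, 56 and 172, 174, and 220 and 138. edgeR's likelihood ratio test on 24 samples without a filter gave 524, 1182 and 1029, 94, 188 and 133, 401, 702 and 732, 361, and 706 and 730 at an unadjusted p. With adjustment that test gave 1 gene at 1 hr and 64 at 2 hr in female-labelled libraries, 2 for the 2 hr sex difference, 12 for 2 hr against 1 hr and 0 elsewhere. With each library left out in turn the counts stayed at 0 except for 0 to 20 genes at 2 hr in female-labelled libraries and 0 to 3 for the 2 hr sex difference, both highest without female 2 hr replicate 1. Leaving libraries out moved the counts at an unadjusted p to 36 to 210, 102 to 791 and 89 to 762 in female-labelled libraries and 15 to 274, 96 to 331 and 27 to 360 in male-labelled ones. Without MRE16 they were 85 higher and 16 lower, 479 and 8, and 337 and 15 in female-labelled libraries.

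Of 20 list calls in the comparisons with control, camera kept 0 with an estimated correlation, and it made 22 with library size alone, 21 with RLE size factors and 18 to 27 with 1 library left out. Some lists passed or lost camera's threshold with the opposite sign when a library was left out (the cause was not tested). For cytoplasmic ribosomal proteins, female 1 hr against control, the adjusted p over libraries left out ran from 9.98e-07 to 0.689 (0.0000220, sign turned, without female 1 hr replicate 1, 0.117 with all). It ran from 8.48e-08 to 0.978 at 1 hr in male-labelled libraries, for cytoplasmic ribosomal proteins, male 2 hr against control, from 9.71e-08 to 0.668, and from 1.88e-07 to 0.333 at 4 hr, each with the sign turned without male control replicate 2. For oxidative phosphorylation it ran from 0.0237 (without male control replicate 2) to 0.998 at 1 hr and from 0.000895 to 0.847 at 2 hr in male-labelled libraries (0.0108, sign turned, without male 2 hr replicate 2), and for the sex check genes at 2 hr from 0.0162 (without male control replicate 2) to 0.955. Over the genes named in the text, 5713 of 5936 pairs of a gene's comparison and an alternative set beforehand kept their side of the threshold and 223 newly passed it, 0 of these with the opposite sign. The sign of the log2FC turned in 204 of the pairs that stayed short of it, 128 of them with 1 library left out, in 92 of 307 gene comparisons, such as Rel at 2 hr in female-labelled libraries without replicate 2.

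Replicate numbers are shared by the groups, and deviations of same-numbered libraries correlated above 0.1 in 4 of 18 pairs in female-labelled and 9 of 18 in male-labelled libraries, and 5 and 4 pairs correlated best with their own number (all 3 for female 2 hr and 4 hr). All 3 pairs lay above 0.1 in 3 of the 12 comparisons (and male 1 hr with 2 hr, not compared here). For male 1 hr and 2 hr against control only replicate 2 correlated best with its own number, so a pairing is not shown there. In those 3 comparisons the replicate number as a block changed no call of a gene or list. With that number as a block 0 genes passed in all 12 comparisons, with 89 higher and 15 lower, 290 and 38, and 195 and 30 at an unadjusted p in female-labelled and 35 and 15, 48 and 37, and 21 and 21 in male-labelled libraries, and camera kept its 20 list calls and added 6 at 1 hr and 3 at 2 hr in female-labelled and 1 at 4 hr in male-labelled libraries, 30 in all. Scaling moved the median of all genes by over 0.1 log2 units in some comparisons: with library size alone by -0.14, -0.27 and -0.23 at 1, 2 and 4 hr in female-labelled libraries, 0.14 at 4 hr in male-labelled ones, 0.12 between controls and -0.11 at 2 hr against 1 hr, and with RLE size factors by 0.13 at 2 hr in female-labelled libraries. Depth limits which genes can be tested: of 16995 genes 5918, 4474 and 5462 entered the female, male and joint fits, and 1032, 1034 and 1250 after thinning to the smallest library. In simulated counts for the 2 hr sex difference (5202 genes), edgeR's quasi-likelihood test recovered 4.55% of genes changed by 2 log2 units, 47.0% at 4 and 70.3% at 6. Genes were drawn independently there, so libraries that deviate as a whole were not imitated.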

Differences from the paper's values

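edgeR's likelihood ratio test on all 24 libraries, limma-voom at equal weights and limma-voom with single libraries left out were chosen only after the values were seen, and the other alternatives before. At the thresholds of the paper's figure, an unadjusted p under 0.05 and |log2FC| over 1, the paper's numbers of changed genes are over 1.5 times those of edgeR's quasi-likelihood test for all counts but the lower genes at 1 hr in males, where they are about 21 in Fig. 1, read by eye, against 15. In males the paper has about 100 higher genes at 1 hr (Fig. 1, read by eye) against 26 here. Of the alternatives, limma-voom with sample weights (76), no filter (124) and edgeR's exact test without a filter (145) come within 1.5 times, and the others do not. At 2 hr it has about 120 higher and about 91 lower genes in Fig. 1, read by eye, against 49 and 30, reached for the higher genes without male control replicate 1 (175), male 2 hr replicate 1 (81) or male 2 hr replicate 3 (92), and for the lower by limma-voom with sample weights (72) and without male control replicate 1 (86) or male 2 hr replicate 3 (66). At 4 hr it has about 63 higher and about 110 lower in Fig. 1, read by eye, against 17 and 42, reached by the exact test without a filter (52 and 120) and, for the lower, without male control replicate 1 (163) or replicate 3 (95). The remaining alternatives set beforehand do not reach them.

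In females the paper has about 450 higher and about 180 lower genes at 1 hr in Fig. 1, read by eye, against 82 and 16, and no alternative set beforehand reaches these (2 to 190 and 1 to 67). At 2 hr it has about 1200 and about 250 in Fig. 1, read by eye, against 410 and 12, reached by no alternative for the higher genes (70 to 655); for the lower they gave 3 to 391, none within 1.5 times. At 4 hr it has about 1100 and about 250 in Fig. 1, read by eye, against 283 and 18, reached by none for the higher genes (38 to 513) and for the lower without female 4 hr replicate 1 (249), while the others gave 5 to 403. edgeR's likelihood ratio test, chosen after seeing the values, gave 389 higher and 135 lower, 989 and 193, and 812 and 217 genes at 1, 2 and 4 hr, all within 1.5 times, in males 60 higher genes at 1 hr, not within, and 90 and 98 at 2 hr and 42 and 91 at 4 hr, within, and it drops 8 of the 54 calls of single genes the paper makes. limma-voom at equal weights, chosen after seeing the values too, came within 1.5 times for the lower genes at 2 hr (246) and 4 hr (361) in females and at 2 hr in males (102) and not for the other counts that differ, and it drops 47 of the 54 calls at an unadjusted p; with sample weights and without female 2 hr replicate 2 limma-voom gave 193 lower genes at 2 hr in females, within 1.5 times. The authors' deposited p-values over all 16995 genes, unadjusted and with the same fold limit, gave numbers close to those read from Fig. 1. They were 451 and 179, 1197 and 248, and 1086 and 250 in females, and 100 and 21, 120 and 91, and 63 and 110 in males. Over the genes that passed the filter here the unadjusted p-values gave 295 and 113, 875 and 203, and 808 and 178 in females, and 28 and 8, 39 and 17, and 14 and 44 in males. Of these, 98, 421, 299, 18, 49 and 34 genes are also among those found here. Adjusted over the genes that passed the filter, the p-values gave 5 and 0, 292 and 14, and 95 and 10 in females and 0 in males. The authors' own adjusted p-values, over all 16995 genes, gave 5 and 0, 166 and 1, and 22 and 1 in females and 0 in males.

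The paper calls 54 changes of single genes, in 26 genes, from its text and Figures 3 and 4, with the times of some genes taken from the authors' tables. All 54 have the paper's direction here, which is no independent check, as the paper's calls were made on the same counts. For genes not tested the direction is that of the fit without a filter. Of the 54 calls, 35 could be tested, 24 have an unadjusted p under 0.05 with |log2FC| over 1, and 0 pass the threshold by edgeR's quasi-likelihood test. In the authors' own tables 9 of them have an adjusted p under 0.05. By setting, 46 are called by the likelihood ratio test at an unadjusted p, 26 by the exact test without a filter at an unadjusted p, 10 without a filter, 7 by the likelihood ratio test with adjustment, 6 without female 2 hr replicate 1 and 3 in the fit of all 24 samples, and 8 by none. The log2FCs that the paper states for repo, Drs and Mtk, and for mRpL55 in females, differ from those here by less than the standard error. DptB rests on 1 read in female-labelled controls, and DptB and mRpL55 had 0 reads in male-labelled ones, which gives no log2FC to compare.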

Other observations

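The correlation of MRE16 with depth, at the end, was tested only after it was seen, and the list tests were set beforehand. Fat body genes, which include storage and yolk proteins and lipid carriers, were higher in female-labelled libraries without passing the test, with median log2FCs of 1.43, 1.65 and 0.86 at 1, 2 and 4 hr (0.73 at 4 hr with bounds; camera adjusted p = 0.0683, 0.117 and 0.355) and 1, 4 and 0 of 10 members higher at an unadjusted p under 0.05, 1 adjusted over the list alone at 2 hr. In male-labelled libraries the medians were -0.065, -0.12 and -0.084 (0.071 with library size at 4 hr; smallest camera adjusted p = 0.217). Haemocyte genes had medians of -0.054, -0.069 and -0.23 in female-labelled (0.17 with RLE size factors at 2 hr) and -0.082, -0.12 and -0.29 in male-labelled libraries, with 1 member lower at 2 hr in males and 0 adjusted over the list alone (smallest camera adjusted p = 0.289). Muscle genes had medians of -0.29 at each time in female-labelled and -0.14, 0.024 and -0.034 in male-labelled libraries (0.094 with library size at 4 hr), and none passed (smallest camera adjusted p = 0.285). The sex check genes had medians of 1.66, 1.93 and 0.67 in female-labelled libraries (camera adjusted p = 0.149, 0.539 and 0.714) and 0.21, -0.12 and 0.008 in male-labelled ones (-0.00028 with RLE size factors at 4 hr), where the 1 hr call was lost without male control replicate 2 (adjusted p = 0.588).

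Stress and state lists did not move as lists. Heat shock genes and chaperones had medians of 0.15, -0.011 and -0.34 in female-labelled (-0.056 with library size at 1 hr, 0.16 with RLE size factors at 2 hr) and 0.0023, 0.19 and 0.20 in male-labelled libraries (-0.023 with library size at 1 hr), with 2 of 13 members higher at 2 hr in females, 0 adjusted over the list alone (smallest camera adjusted p = 0.463). Oxidative stress and detoxification genes had 0.18, 0.72 and 0.64 and -0.26, -0.0084 and -0.33, with 3 of 14 members higher at 2 hr in female-labelled libraries and 0 adjusted over the list alone (camera adjusted p = 0.656, 0.222 and 0.173 in female-labelled libraries and 0.288, 0.974 and 0.305 in male-labelled ones). The unfolded protein and integrated stress response had 0.063, 0.75 and 0.15 (-0.074 with library size at 4 hr) and -0.30, -0.0042 and -0.37 (0.0023 with RLE size factors at 2 hr), with 1 member higher at 2 hr and 1 at 4 hr in females and 0 adjusted over the list alone (smallest camera adjusted p = 0.173). Starvation and insulin signalling genes had -0.027, -0.15 and 0.61 (0.011 with RLE size factors at 1 hr, 0.029 with RLE size factors at 2 hr) and -0.18, -0.16 and -0.077 (0.10 with library size at 4 hr), with 1 member higher at 2 hr in females (smallest camera adjusted p = 0.362). Circadian clock genes had -0.076, -0.36 and -0.20 and -0.22, 0.054 and -0.13 over 5 and 3 tested members, 0 of them past an unadjusted p of 0.05 (smallest camera adjusted p = 0.483).

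The share of MRE16 in a library's counts, 0.612 to 21.8%, rose with the library's total counts over the 24 libraries (Pearson r = 0.677, permutation test, p = 0.00042; Spearman rho = 0.73, permutation test, p = 0.00008). Without the 2 libraries whose total counts (log10) lay farthest from the median r was 0.671, and it was 0.693 in female-labelled and 0.628 in male-labelled libraries. The first principal component of the libraries held 34.2% of the variance and the next 12.7%.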
